# Cold- and light-induced changes in the transcriptome of wheat leading to phase transition from vegetative to reproductive growth

**DOI:** 10.1186/1471-2229-9-55

**Published:** 2009-05-11

**Authors:** Mark O Winfield, Chungui Lu, Ian D Wilson, Jane A Coghill, Keith J Edwards

## Abstract

**Background:**

For plants to flower at the appropriate time, they must be able to perceive and respond to various internal and external cues. Wheat is generally a long-day plant that will go through phase transition from vegetative to floral growth as days are lengthening in spring and early summer. In addition to this response to day-length, wheat cultivars may be classified as either winter or spring varieties depending on whether they require to be exposed to an extended period of cold in order to become competent to flower. Using a growth regime to mimic the conditions that occur during a typical winter in Britain, and a microarray approach to determine changes in gene expression over time, we have surveyed the genes of the major pathways involved in floral transition. We have paid particular attention to wheat orthologues and functional equivalents of genes involved in the phase transition in *Arabidopsis*. We also surveyed all the MADS-box genes that could be identified as such on the Affymetrix genechip wheat genome array.

**Results:**

We observed novel responses of several genes thought to be of major importance in vernalisation-induced phase transition, and identified several MADS-box genes that might play an important role in the onset of flowering. In addition, we saw responses in genes of the Gibberellin pathway that would indicate that this pathway also has some role to play in phase transition.

**Conclusion:**

Phase transition in wheat is more complex than previously reported, and there is evidence that day-length has an influence on genes that were once thought to respond exclusively to an extended period of cold.

## Background

In plants, the timing of the change from vegetative to reproductive growth is critical for successful reproduction, and must occur when both internal and external conditions are appropriate. The environmental cues of day-length and temperature have a strong influence on flowering, and the ability to perceive and respond to these cues is controlled through the photoperiod and vernalisation pathways, respectively [1].

Wheat (*Triticum aestivum *L.) is normally a long-day plant, flowering in spring and early summer when days are lengthening [2]. Additionally, wheat cultivars can be broadly divided into two categories, winter or spring, according to whether they require an extended period of cold to become competent to flower. In winter varieties, change from vegetative to reproductive phase is promoted by exposure to low temperatures (3°C – 8°C) for 4–6 weeks. These varieties are planted in the autumn so that seedlings are exposed to the cold of winter and so become competent to flower. However, they only become committed to flower as days lengthen in the spring. In addition to these two external factors, different wheat varieties can be distinguished by the intrinsic rate at which they tend to pass from floral induction to heading. This tendency is referred to as earliness *per se *[3].

In *Arabidopsis*, the genetic factors underpinning phase change have been well-characterised [4-6]. Four major genetic pathways regulate this transition: the photoperiod and vernalisation pathways mediate responses to the environmental cues of light and cold, respectively, whilst the autonomous and gibberellin pathways are dependent on endogenous signals [7-10]. Unfortunately, in studying phase transition in cereals one cannot draw directly on the information gained from the study of *Arabidopsis *since orthologues can't always be found. For example, cereals do not possess an orthologue of the *Arabidopsis FLOWERING LOCUS C *(*AtFLC*) gene, an important repressor of flowering [11,12]. To confuse matters more, genes with similar sequence don't necessarily have the same function. None-the-less, comparative genetics may still provide a promising starting point for a search of candidate genes involved in phase transition in the cereals. This certainly seems to be the case for the photoperiod pathway where there is a remarkable degree of conservation of functional components between *Arabidopsis *and rice [13]. However, the vernalisation pathway may have evolved independently in dicots and monocots such that they use different genes to retard flowering until winter has passed [8]. Thus, although much is known about the genes involved in floral transition in *Arabidopsis*, only recently have candidates for the key regulators determining vernalisation requirement in cereals been identified [14,15].

In the temperate cereals barley and wheat, two genes, *VRN1 *and *VRN2 *(unrelated to the identically named genes in *Arabidopsis*), have been reported to be the key elements in the vernalisation pathway [15-17]. Several papers addressing the issue of vernalisation have considered the interaction of just these two genes. A case in point is the model presented by Yan et al. [15] in which *TaVRN1 *and *TaVRN2 *are presented, respectively, as a promoter and repressor of flowering (see Additional file 1, for a schematic representation of this). According to the model, *TaVRN1 *is constitutively expressed in spring wheats but in winter varieties is up-regulated as a consequence of vernalisation. Conversely, *TaVRN2 *is highly expressed in winter varieties, thus repressing flowering, but not in spring varieties. It has been hypothesised that in winter wheats, extended periods of cold bring about down-regulation of *TaVRN2 *and, as a consequence, the up-regulation of *TaVRN1 *and commitment to flowering.

Using Affymetrix Genechip Wheat Genome Arrays as the platform for our analysis, we were able to consider the broad-scale response of the transcriptome to the changes in temperature and light that occur during a simulated autumn to winter transition. In this paper, however, we principally focus our attention on the components of the vernalisation pathway. However, our experimental design was such that we have also been able to draw conclusions about the impact on phase transition of several components of other flowering pathways. Finally, using a microarray approach rather than a more targeted approach allowed us to observe the expression profiles of genes that, *a priori*, we would not have assayed, and have been able to identify potentially important new players in phase transition.

## Results and discussion

The growth conditions were established to broadly simulate those that would be experienced by plants sown in October in Britain. In particular, attention was paid to the details of suitable light quality and photoperiod (Table 1), because there is evidence that sustaining high light intensity and an extended photoperiod while reducing temperature may result in stress related patterns of gene expression [18].

**Table 1:** Growth condition for the time-course experiment (PAR = photosynthetically active radiation).

Duration (days)	Weeks after germination	Temperature (°C)		Day-length (h)	PAR
		Day	Night		
21	3	16	14	14	280
7	4	14	12	14	280
7	5	14	10	12	185
7	6	12	10	11	185
7	7	12	8	11	185
7	8	10	6	10	95
7	9	8	4	9	95
7	10	6	2	8	95
7	11	4	2	8	95
7	12	2	2	8	48

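The transcript profiles come from leaf and crown tissue of 3 varieties of wheat hybridised to 42 Affymetrix Wheat Genome arrays. Harnesk and Solstice are winter varieties and Paragon is a spring variety. Plants were harvested at 3, 5 and 9 weeks. By 3 weeks they had grown at 16°C by day and 14°C by night, with 14 h of light and a PAR of 280 in the unit of Table 1. By 5 weeks the regime had reached 14°C and 10°C, 12 h and a PAR of 185, and by 9 weeks 8°C and 4°C, 9 h and a PAR of 95. Each of the 18 combinations of variety, tissue and week has 2 arrays, labelled as biological replicates, and the RNA of each came from several pooled plants. The other 6 arrays are the controls, Solstice plants under the same loss of light and day-length at a steady 16°C and 14°C, with 1 array per tissue and week. Samples older than 9 weeks and the quantitative RT-PCR are not analysed here.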

Winter (Harnesk and Solstice) and spring wheat (Paragon) varieties of wheat were grown at 16°C day/14°C night for 21 days, and then, over a period of nine weeks, exposed to a slow, stepped decline in temperature and light (Table 1). The developmental state of the crown tissue was assessed in thin tissue sections at the end of each temperature stage (every 7 days from the third week onwards). As shown in Figure 1, after six weeks' growth, crowns in the spring variety were much more advanced in their development than those in the two winter varieties – while the apices of the winter varieties were at approximately stage 2 (elongation and early formation of leaf primordia), according to the scale proposed by Gardner et al. [19], in Paragon a distinct spike with enlarging spikelets and early glumes was evident (stage 5 or 6). Indeed, apices of Paragon showed signs of double ridge formation as early as the fifth week. The winter varieties were assessed to be fully "vernalised" 12 weeks post-germination, and plants treated in this way went on to flower when returned to warmer, long-day conditions (see Additional file 2). Unvernalised, plants of Harnesk and Solstice did not flower (see Additional file 2, A).

**Figure 1:**
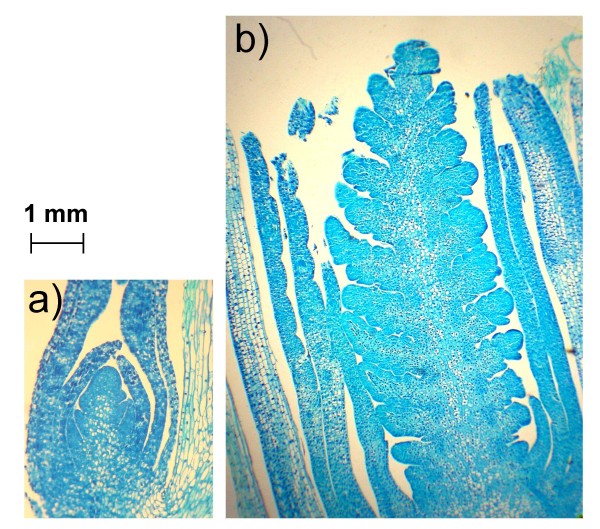
**Dissected crown tissue from 6 week old plants that have experienced a gradual decline in temperature and light: a) Solstice, a winter variety; b) Paragon, a spring variety**. The two images are at the same magnification.

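Each deposited value is a ratio on a linear scale, normalised by RMA within the chip and then divided by a median for the gene in GeneSpring. The lowest value in the table is 0.01, and log2 was taken without further normalisation. Harnesk and control levels may not share a scale for every gene. A probe-set of the histone gene H2A-9 had means of 6.58 in Harnesk crown and 0.0215 in leaf. On the control arrays it stood at 262 to 345 and 0.554 to 1.335. Another histone gene, wcH2B-8, was not shifted that way (199 and 0.856 against 5.71 to 10.9 and 0.674 to 0.728). Control levels are therefore to be read against each other and not against Harnesk levels. In the 18 Harnesk and control arrays, neighbouring probe-sets of one transcript cluster correlated more closely than other neighbours, by a median of 0.602 (range 0.411 to 0.664). In the 24 Paragon and Solstice arrays of the vernalisation series the same difference was -0.123 (range -0.172 to 0), so their values do not stand beside their own probe-set identifiers. Paragon crown and Solstice share one row order and Paragon leaf has another. Comparisons were therefore made within 3 sets of arrays, and single genes are given for Harnesk and the controls only.
Replicate arrays had rank correlations of 0.815 to 0.845 in Harnesk leaf, 0.816 to 0.846 in Harnesk crown, 0.753 to 0.844 in Paragon leaf and 0.772 to 0.827 in Paragon crown. In Solstice they were 0.803 to 0.851 in leaf and 0.789 to 0.833 in crown. The array control probe-sets gave a mean 3′ minus 5′ difference of -0.11 to 0.17 log2 on the Harnesk arrays. It was 0.21 to 0.34 on the control leaf arrays and 0.25 to 0.60 on the control crown arrays, above every Harnesk array of the tissue in 6 of 6 cases. Since each probe-set is divided by its own median, this offset may be one of scale and cannot alone show a loss of RNA quality. The control leaf array of 9 weeks had a mean rank correlation of 0.101 with the other control leaf arrays. The control crown array of 3 weeks had an interquartile range of 0.783 log2, against 0.339 to 0.504 on the Harnesk crown arrays. It is the baseline of every control crown change from 3 to 9 weeks given below.

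**Figure D1:**
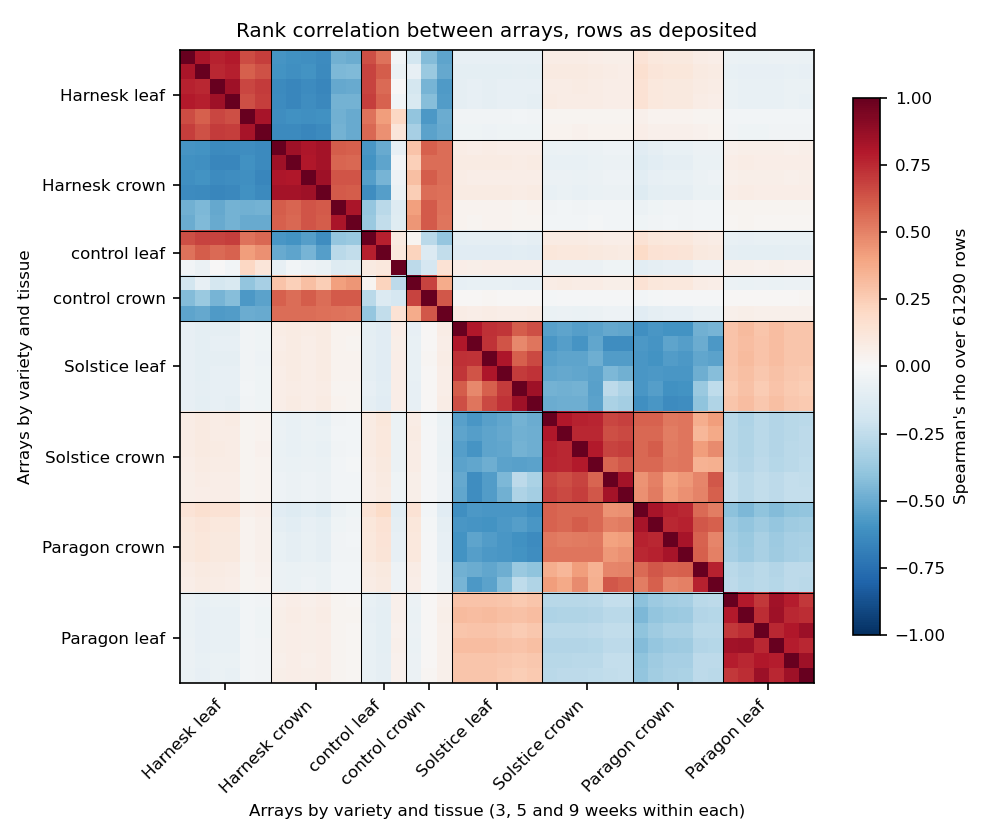
Spearman rank correlation between the log2 values of each pair of the 42 arrays, ordered by variety, tissue and week. Pairs of one tissue have a median of 0.595 within a set of arrays with one row order and of -0.0547 between sets.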

Global gene expression profiles showed there to be differences between the three varieties, between the two tissues (crown and leaf) and across the time course of the experiment (GEO accession number for array data is GSE11774). 

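Among the 1273 probe-sets with a gene symbol, the largest differences between crown and leaf of Harnesk included the genes that follow, and no list was tested for this comparison. H2A-9, which encodes a histone packaged into new chromatin, had on the most extreme of its 6 probe-sets a level of 6.58 ± 0.858 (mean ± SD, n = 6 arrays) in crown and 0.0215 ± 0.00675 in leaf. That is a log2 difference of 8.3 (standard error 0.17, adjusted p = 4.4e-14, limma). The histone genes wcH2B-8, H2A-3 and H2A-2 were higher in crown by 7.87, 7.23 and 6.50 log2, with -0.37 on another H2A-3 probe-set. PRK, the phosphoribulokinase of the Calvin cycle, stood at 3.43 in leaf and 0.0122 in crown, where 3 of the 6 arrays lay at the lowest value of the table. CAT1, a catalase that removes peroxide formed in photorespiration, stood at 5.54 ± 1.74 in leaf and 0.0253 in crown, a log2 difference of -7.71, with -1.41 on another probe-set. The Calvin cycle gene FBP differed by -6.40 and rbcl, the large subunit of Rubisco, by -6.02 on its most extreme probe-set. The other rbcl probe-sets differed by less, and on 1 the level was higher in crown (1.16, adjusted p = 5.7e-07).
Crown and leaf differed at least 2-fold in 15719 of 61179 probe-sets in Harnesk (25.7%), of which 9822 were higher in crown and 5897 lower. At least 5-fold differences numbered 5040 (8.24%), 3056 higher and 1984 lower. Solstice gave 14462 probe-sets (23.6%), 8206 higher and 6256 lower in crown, and 4962 at 5-fold (8.1%). The median of all probe-sets differed by -0.16 log2 between crown and leaf in Harnesk, and the values above are not adjusted for it. The first principal component of the condition means took 87.8% of the variance in Harnesk and the second 6.70%. In Paragon crown and Solstice together the shares were 81.0% and 7.29%. Crown and leaf of Paragon are left out, because their rows do not share an order.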

The most marked difference in gene expression was between leaf and crown (Figure 2) with 22.8 – 28.4% of the transcripts being differentially expressed (Table 2). In contrast, pair-wise comparisons between the cultivars at the end of three weeks, at which time all plants had received exactly the same treatment, showed only 1.5 – 3.7% of transcripts in crown tissue and 1.3 – 2.8% in leaf tissue to be differentially expressed (Table 3).

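At 3 weeks, before the temperature fell, crowns of the spring variety Paragon and the winter variety Solstice differed at least 2-fold in 2226 probe-sets (3.63%, adjusted p below the threshold of 0.05 in limma, n = 2 arrays per variety). Transcripts higher in Paragon numbered 1052 and those higher in Solstice 1174. At least 5-fold differences numbered 304 (0.496%), 182 higher in Paragon and 122 higher in Solstice. The genes behind these counts cannot be named, since the rows of both varieties stand apart from their identifiers, although their crown values follow one order. The methods' t-test without adjustment gave 1945 and 300 probe-sets, where the paper has 1943 and 299. With Benjamini-Hochberg adjustment no probe-set passes at either fold (0 and 0). That adjusted test also found 0 of the changes simulated with 2 arrays against 2, so its outcome cannot tell whether the varieties differ. Comparisons of Harnesk with the other varieties are left out for want of a shared row order.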

**Table 2:** The number of statistically significant differences in gene expression between crown and leaf.

	Crown vs Leaf		
	
	Harnesk	Paragon	Solstice
2 Fold	17427	13977	14501
5 Fold	6129	5277	5394

Values derived from a volcano plot of 2 and 5 fold differences with t-test p value of 0.05.

**Table 3:** The number of statistically significant differences between cultivars three weeks post germination.

	Harnesk vs. Paragon		Harnesk vs. Solstice		Paragon vs. Solstice	
	
	Crown	Leaf	Crown	Leaf	Crown	Leaf
2 Fold	1326	775	920	1236	1943	1734
5 Fold	268	186	168	318	299	437

Values derived from a volcano plot of 2 and 5 fold differences with t-test p values of 0.05.

**Figure 2:**
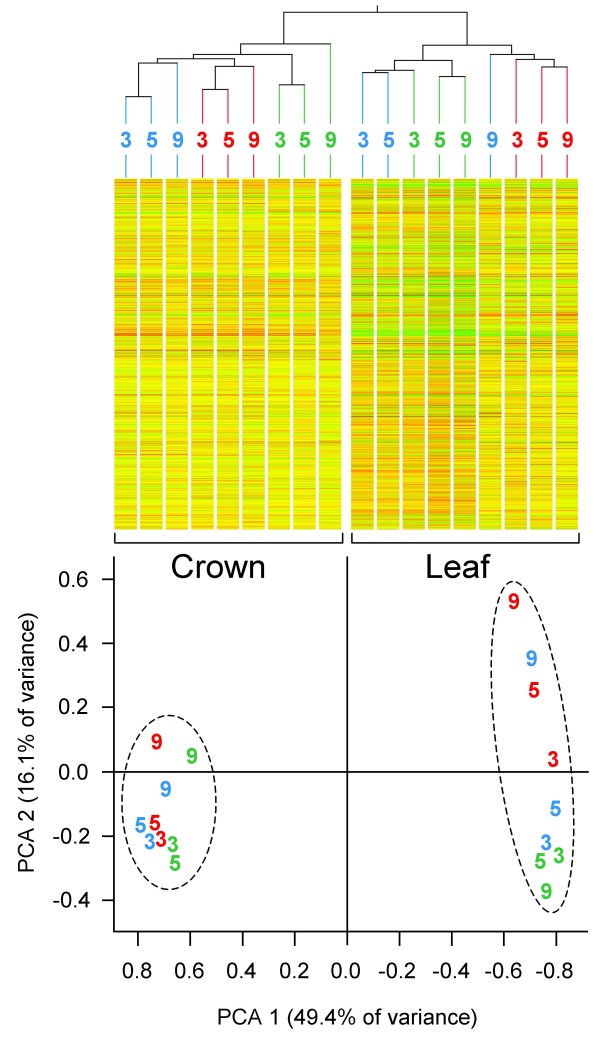
**Condition tree and PCA plot based on gene expression profiles of the three cultivars for 3 time points: 3 weeks, 5 weeks and 9 weeks post-germination (marked on plots)**. In both plots, the samples of Harnesk are highlighted in blue, Solstice in red, and Paragon in green.

In both tissues, the transcripts of thousands of genes showed statistically significant changes in abundance across the time-course. However, these global patterns do not interest us in this paper. Instead, we focus on the dynamics of expression of genes involved in phase transition. That is, initially we consider the small number of genes reported to be specifically involved in vernalisation in wheat, and then briefly focus on reported orthologues and functional equivalents of the components of the other three pathways involved in phase transition in *Arabidopsis*. 

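Transcript levels moved more in leaf than in crown of both winter varieties as temperature, light and day-length fell. Among annotated genes in Harnesk leaf, TUB, which encodes a tubulin of the cytoskeleton, fell by 2.20 log2 from 3 to 9 weeks (0.302 to 0.066), and amy1 fell by 1.97 (21.0 to 5.38). GLU1A fell by 3.95 (3.09 to 0.201). LOC543251 rose in both Harnesk tissues, from 0.277 to 9.95 in leaf and from 0.0715 to 4.22 in crown. LOC542946 lay at the lowest value of the table in crown at 3 weeks and at 0.693 at 9 weeks, a rise of at least 69.3-fold.
From 3 to 9 weeks, 4927 probe-sets changed at least 2-fold in Harnesk leaf (8.05%), 3740 rising and 1187 falling, and 1383 in Harnesk crown (2.26%), 546 rising and 837 falling. Quantile normalisation left 2226 rises and 1169 falls in leaf, which lowered the share of rises from 75.9% to 65.6%. It raised the crown count to 2237, so the gap between the Harnesk tissues narrowed. Solstice leaf changed in 4523 probe-sets (7.38%), 3360 rising and 1163 falling, with the share of rises moving from 74.3% to 61.9% under quantile normalisation, where 2659 passed. Solstice crown changed in 1174 (837 rising, 337 falling) and Paragon crown in 2822 (1790 rising, 1032 falling). In Paragon leaf 0 probe-sets passed in limma, with 3325 before adjustment, 1151 by the methods' t-test, 5 after filtering, 6 after quantile normalisation and 1 with a trend in the variance prior. The median change was -0.11 log2 in Harnesk leaf and -0.10 in Paragon leaf, and leaf values are given without adjustment for it.
Fewer changes came between 3 and 5 weeks, 1663 in Harnesk leaf, 164 in Harnesk crown, 2349 in Solstice leaf, 132 in Solstice crown and 462 in Paragon crown. Probe-sets that rose in both Harnesk tissues by 9 weeks numbered 234 (33.4 by chance) and those that fell in both 97 (16.2 by chance). Between Solstice and Paragon crown the shared rises numbered 535 (24.4 by chance) and the shared falls 185 (5.7 by chance). The change differed at least 2-fold between the crowns of these varieties in 1453 probe-sets (2.37%), and between leaf and crown of Harnesk in 7946 (13%). Adjusted methods' t-tests left 11 probe-sets in Harnesk leaf, 4 in Harnesk crown and 0 in Solstice leaf, Solstice crown and Paragon crown. With 2 arrays against 2 that test found 0 of the simulated changes.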

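Lists of genes with known roles in cold and light responses were tested in each Harnesk tissue, and the difference between tissues was not tested for lists. None of the list calls holds with an estimated correlation. In crown, 3 of the 5 probe-sets for cold acclimation rose from 3 to 9 weeks, all of them probe-sets of a single rab gene, whose dehydrin protects cells from drying and freezing, while COR410 and LEA did not change (0.09, adjusted p = 0.845 and 0.13, adjusted p = 0.759). One rab probe-set went from 1.39 to 4.45 (log2 1.68, adjusted p = 4e-05, limma), and the list as a whole rose by a mean of 0.79 log2 (adjusted p = 0.00151, camera; adjusted p = 0.063 with an estimated correlation). On the single control crown arrays, which met no cold, the mean change of the list was 1.98, without a test. There LEA changed by 4.08, the rab probe-sets by 0.95 to 2.36 and COR410 by 0.14. The Harnesk and control means thus rest partly on different genes. In leaf none of these 5 changed, with a list mean of -0.06 (adjusted p = 0.946). PR5, a defence gene also induced by cold, rose in leaf from 2.49 ± 0.0962 to 27.4 ± 0.24 (log2 3.46, adjusted p = 1.8e-07). The leaf mean of the 3 pathogenesis-related and defence probe-sets was 1.45 and the median 0.61 (adjusted p = 0.0245; adjusted p = 0.244 with an estimated correlation), with Glc1 the other member that rose, and the control leaf mean was -0.58.
Of 34 photosynthesis probe-sets, most of them for rbcl, 7 fell in leaf, 0 rose and 27 did not pass. OEE2, of the oxygen-evolving complex, went from 5.73 to 2.93 and an rbcl probe-set fell by 1.07 log2. The list mean was -0.32 (adjusted p = 0.0245; adjusted p = 0.169 with an estimated correlation), against -0.44 on the control leaf arrays. In crown 5 of the 34 rose, OEE1 from 0.165 to 0.325 and petC by 1.06 log2, with a list mean of 0.17 (adjusted p = 0.0286; adjusted p = 0.081 with an estimated correlation) and a control mean of -0.41. The 5 that rose read OEE1, OEE2, petC and rbcl, all of them higher in leaf than in crown (crown minus leaf -5.85 to -3.53 log2). The calls of this list in both tissues and that of oxidative stress in crown are lost under quantile normalisation, and with 1 array left out the adjusted p of this list reaches 0.0881 in leaf and 0.0759 in crown, and that of defence in leaf 0.0881. On the oxidative stress list 4 of 11 probe-sets rose in crown, with a mean of 0.43 (adjusted p = 0.00036; adjusted p = 0.063 with an estimated correlation), on 3 probe-sets of Prx1 (up to 0.94) and 1 of GSTZ1 (0.87), again genes higher in leaf. A count added after these lists were seen took the 1984 probe-sets at least 5-fold higher in leaf, of which 565 rose in crown from 3 to 9 weeks at any fold (28.5%), against 2.74% of all others. The interquartile range of the crown arrays went from 0.444 and 0.504 log2 at 3 weeks to 0.351 and 0.339 at 9 weeks. This count does not tell a rise of leaf genes from that narrower spread. The 10 leaf markers moved apart in crown, where 6 rose, LOC542947 fell (0.335 to 0.13, log2 -1.37, adjusted p = 8.8e-05) and CAT1, rbcl and LOC732707 did not pass. LOC542855 went from 0.01 to 0.271 and LOC100125679 from 0.01 to 0.317, while CAT1 went from 0.021 to 0.028 and LOC732707 stayed at the lowest value of the table. In leaf CAT1 fell from 6.86 to 3.31 and GSTZ1 rose by 0.64, and the list mean of -0.37 did not pass (adjusted p = 0.166). All 9 probe-sets of the chromatin and cell division list read the histone genes H2A-9, H2A-3 and H2A-2. Their crown mean was -0.41 (adjusted p = 0.00859, camera, and adjusted p = 0.063 with an estimated correlation), which turns to 0.13 under quantile normalisation. H2A-9 fell from 12.3 to 6.20 on 1 of its 6 probe-sets, and the other 5 did not pass (-0.41 to -0.19, adjusted p of 0.228 to 0.478). The chromatin leaf mean was 0.01 (adjusted p = 0.776).
Of 4 gibberellin probe-sets, GA20ox1b fell in leaf from 2.37 to 1.21 and GA20OX1-A by 0.64 log2 (adjusted p = 0.00457), where the single control leaf arrays changed by 1.82 and 0.93, and the list did not pass in leaf (mean -0.54, adjusted p = 0.103) or crown (-0.12, adjusted p = 0.575). The 5 probe-sets of the fructan list include atpA, which is also on the photosynthesis list. The fructan hydrolase gene 6-FEH rose in leaf from 2.4 to 5.92 and by 0.89 log2 on another probe-set, with -0.26 on the remaining one (adjusted p = 0.111, limma). 1-FEH fell from 1.92 to 0.932. The fructan list had a leaf mean of 0.15 and a median of -0.12, which is the atpA value (adjusted p = 0.87), and a crown mean of 0.08 (adjusted p = 0.575). Defence genes in crown had a mean of 0.24 (adjusted p = 0.575). The array annotation gave 0 members for CBF or DREB genes and 1 for heat shock, which is too few to test. Adjusted over the list alone, rises and falls were 0 and 5 for photosynthesis in leaf, 2 and 0 for defence in leaf, 3 and 0 for cold acclimation in crown, 0 and 3 for chromatin in crown. They were 5 and 0 for both oxidative stress and photosynthesis in crown.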

Finally, we consider all those features annotated as MADS-box genes.

### Vernalisation in wheat

In our study, the profiles of transcript abundance of *TaVRN1*, the proposed major promoter of flowering, were entirely consistent with those reported in other studies [15,20,21]. At three weeks, prior to exposure to cold, *TaVRN1 *transcript was much more abundant in Paragon than in the two winter varieties (Figure 3a). In Paragon, transcript levels remained high across the time-course. 

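TaVRN1 (TaAGL25), the MADS-box gene that promotes the transition to flowering in cereals, rose between 3 and 9 weeks in Harnesk crown on each of its 4 probe-sets, which are numbered here by the size of that change. On the first the crown level was 0.131 ± 0.00566 (mean ± SD, n = 2 arrays) at 3 weeks, 0.157 ± 0.00778 at 5 weeks and 1.53 ± 0.113 at 9 weeks. The log2 change from 3 to 9 weeks was 3.54 (standard error 0.17, adjusted p = 5.2e-08, limma). On the second TaVRN1 rose by 2.33. On the third it went from 0.27 ± 0.00636 to 1.01 ± 0.149 (log2 1.90, adjusted p = 0.00137), and on the fourth it rose by 1.22.
In Harnesk leaf TaVRN1 rose on the first probe-set, from 0.205 ± 0.0382 to 0.609 ± 0.1 (log2 1.57, adjusted p = 1.7e-05). On the third the leaf change of 0.79 did not pass (adjusted p = 0.0559), and without the replicate 1 array of 9 weeks it is 0.31. From 5 to 9 weeks it rose there by 1.02 (adjusted p = 0.0235), a call lost in 3 of 4 cases when 1 array is left out (0.54 to 1.50, adjusted p up to 0.238). The second and the fourth gave leaf changes of 0.06 and 0.26. The change in leaf minus that in crown was -1.97 on the first (adjusted p = 9.9e-05) and -2.27 on the second (adjusted p = 0.000437). Between 3 and 5 weeks TaVRN1 passed on none of the 4 probe-sets in either tissue. Single genes of Solstice under vernalisation were not used here, as its rows have lost their identifiers.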

In the winter varieties, transcript levels for *TaVRN1 *were initially low but by 9 weeks had increased, and by 12 weeks, when plants were assessed to be fully vernalised (plants transferred to long days at 16°C went on to flower – see Additional file 2, B), there had been an approximately 10 fold increase in abundance. These patterns, confirmed by qRT-PCR (Pearson Correlation Coefficient = 0.76), are consistent with the hypothesis that *TaVRN1 *is a promoter of flowering induced by extended periods of cold. However, our experimental design gave us the opportunity to make an additional and interesting observation with regard the regulation of *TaVRN1*. That is, the *TaVRN1 *transcript accumulated in a similar fashion, although to a lesser extent, in both vernalised plants and controls – plants exposed to a gradual decline in light intensity and day-length but not a decline in temperature (Figures 3a, b). 

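In crowns of the control plants, which kept their warmth while light and day-length fell, TaVRN1 stood at 0.214, 0.262 and 3.35 at 3, 5 and 9 weeks on the probe-set with the largest change in Harnesk crown, a log2 change of 3.97. On the second the control crown went from 0.332 to 1.60 and on the third from 0.323 to 2.41. On the fourth it stood at 1.03 at 3 weeks and 1.02 at 9 weeks. In control leaf TaVRN1 stood at 0.236, 0.283 and 0.755 on the first. Each control value is a single array, so the control changes have no replicates behind them. No test of the control crown against Harnesk crown is given. The 3-week control crown array, the baseline of these changes, has an interquartile range of 0.783 log2. On the Harnesk crown arrays the range is 0.339 to 0.504.
The change in Harnesk minus that in the control crown was -0.43 log2, 0.06 and -1.0 on the first 3 of these probe-sets. On the fourth it was 1.22. In leaf the difference was -0.10 on the first, given without a test, as the 9-week control array stands apart from the other control leaf arrays (mean rank correlation 0.101). The comparison joins variety to temperature, since the controls are Solstice, and the 3′ minus 5′ difference of the control crown arrays lies above that of Harnesk crown. From TaVRN1 transcript in plants that met no cold, the paper proposes a possible influence of light on this gene beside that of temperature. It leaves open a slow build-up with age.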

Our results suggest that *TaVRN1 *expression might be influenced by both light and temperature, as has recently been reported by Hemming *et al*. (2008). Indeed, the two stimuli might act synergistically since there was greater accumulation of transcript in the vernalised plants, which experienced the influence of both cues, than in the control plants, which experienced only a decline in day-length. Alternatively, we cannot exclude the possibility that this important promoter of flowering gradually accumulates through time allowing plants to eventually become competent to flower even in the absence of cold. Thus, given the later hypothesis, even following a mild winter, winter varieties would eventually accumulate enough TaVrn1.p to permit flowering.

**Figure 3:**
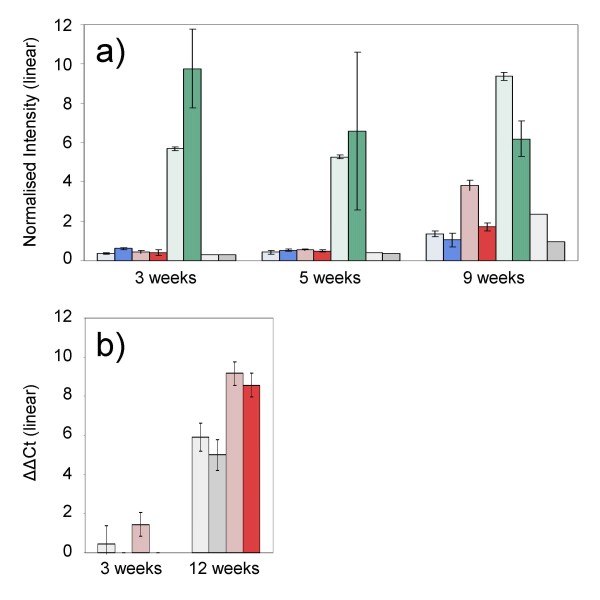
**Bar diagram of *TaVRN1 *transcript abundance: a) a comparison of array data of the three varieties at 3, 5 and 9 weeks; b) a comparison of qRT-PCR data of vernalised Solstice and non-vernalised controls at 3 and 12 weeks**. Colour code: Harnesk = blue; Solstice = red; Paragon = green; Control = grey; in each case the lighter shade represents crown tissue.

Whereas, *TaVRN1 *behaved in a manner consistent with it being a promoter of flowering, the profiles of abundance of the *TaVRN2 *transcript were not what would be expected of a repressor of flowering, and do not fit the model presented in Additional file 1 (model a). In crown tissue, where one might have expected to see a response, since the perception of cold is thought to occur in actively dividing cells of the shoot apical mersitem, transcript abundance remained low (below the level of detection with qRT-PCR) and unchanging in all three varieties. In leaves of the winter varieties, there was a decline in abundance between weeks five and nine – a 2.5-fold and 1.7-fold decline, respectively, in Harnesk and Solstice. But, even at their highest point, transcript levels were very low – result confirmed by qRT-PCR (Pearson correlation = 0.95). The lack of correspondence between our results for *TaVRN2 *and those of other groups may find explanation in the different experimental designs used. Our growth conditions were designed to mimic the autumn to winter transition. In other studies, continuous long-day condition were used in combination with either constant low temperature (4°C), or a one-phase shift from high to low temperature [2,16,21]. Regardless of the differences in growth conditions, the precise role of Ta*VRN2 *in vernalisation has already been questioned. In a recent paper, [22] it was shown that its expression remained low when plants were vernalised under short day conditions, and suggested that *TaVRN2 *is probably not a repressor of *TaVRN1*. In addition, it has been suggested that TaVrn2.p is not able to bind the *TaVRN1 *promoter [12] and so can't act as a direct repressor of its expression. Our results for *TaVRN2 *correspond with those of Trevaskis *et al*. [22] then, rather than with results that indicate a direct role for *VRN2 *in vernalisation.

Recent discussions of the genetic control of phase transition in barley and wheat have not only brought into question the role of *TaVRN2 *[23,24] but indicate that genes once thought to be exclusively controlled by temperature may also respond to day-length [2,12,25,26]. A third gene, *TaVRN3*, a component of the photoperiod pathway thought to be a promoter of *TaVRN1 *expression, is up-regulated by long-days. Alternative models for the relationship between these three genes are depicted in Additional file 1 (models a and b). The third component of the models of phase transition presented in Additional File 1 is *TaVRN3*, which is thought to be an orthologue of *AtFT *(*FLOWERING LOCUS T*). According to Yan and co-workers [24], TaVrn3.p is a flowering promoter which is up-regulated by long days. In turn, TaVrn3.p positively regulates *TaVRN1*. In this model, both *TaVRN1 *and *TaVRN3 *are negatively regulated by TaVrn2.p. Vernalisation results in a decrease in TaVrn2.p and the de-repression of *TaVRN1 *and *TaVRN3*. Significantly, it was suggested [24] that transcript levels of all three genes remain low under short day conditions, and that only on transfer to long days are *TaVRN1 *and *TaVRN3 *up-regulated and able to initiate the cascade of events that result in flowering. Our results for *TaVRN3 *agree with those of Yan *et al*. [24]: transcript levels of *TaVRN3 *remained low and unchanging throughout the experiment in all three varieties. That is, the plants were grown under short-day conditions, and so *TaVRN3*, which requires long-days, was not expressed.

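TaFT, the wheat VRN3 and a mobile promoter of flowering in long days, has 1 probe-set on the array. In Harnesk leaf it stood at 1.62 ± 0.0212 (mean ± SD, n = 2 arrays) at 3 weeks, 1.71 ± 0.308 at 5 weeks and 1.18 ± 0.166 at 9 weeks. In crown the TaFT levels were 0.92 ± 0.0509, 0.876 and 0.909 ± 0.0318. The leaf level fell by 0.46 log2 from 3 to 9 weeks (adjusted p = 0.0348, limma), and the crown change was -0.02 (adjusted p = 0.97). The fall in leaf is lost when arrays are centred or quantile normalised, and leaving out the replicate 1 array of 9 weeks makes it -0.31 (adjusted p = 0.23). In the control plants TaFT went from 1.50 to 0.88 in leaf and from 1.17 to 0.887 in crown, each on 1 array. The leaf change in Harnesk minus that in the control was 0.31 log2. No test is given, since the 9-week control leaf array has a mean rank correlation of 0.101 with the other control leaf arrays.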

This negative result is, of itself, quite interesting since it indicates that TaVrn3.p is not required for *TaVRN1 *to be expressed; regardless of the low abundance of the *TaVRN3 *transcript, transcripts of *TaVRN1 *exhibited an increase over the time-course.

In the light of the evidence against *TaVRN2 *being a repressor of *TaVRN1*, the group of Trevaskis [23,27] has recently proposed a model in which *TaVRN2 *is presented as a possible integrator of the vernalisation and photoperiod pathways. In this model, the principle relationship between *TaVRN1 *and *TaVRN2 *has been reversed with respect to earlier models; that is, *TaVRN1 *negatively regulates *TaVRN2 *(see Additional file 1, model b). In this model, *TaVRN2 *is up-regulated under long-days before the onset of winter and, in the absence of TaVrn1.p, represses *TaVRN3*. After vernalisation (after winter, therefore), even though days are lengthening, TaVrn1.p is abundant and represses *TaVRN2*, which, in turn, removes the repression of *TaVRN3 *(synonymous with *TaFT1*). This model might go some way to explain the two steps of phase transition: i) competence to flower as a result of the cold of winter; ii) commitment to flowering as temperatures rise and days lengthen in the spring.

### Wheat orthologues and functional equivalents of Arabidopsis floral pathway genes

There are four major genetic pathways that regulate vegetative to reproductive transition in *Arabidopsis*: the photoperiod and vernalisation pathways which mediate responses to light and cold, respectively, and the autonomous and gibberellin pathways that are regulated by endogenous signals [7-10]. We tried to identify all the probe-sets on the Affymetrix Genechip Wheat Genome Array that correspond to orthologues, or are functional equivalents, of *Arabidopsis *genes involved in the four pathways that control flowering (see Additional file 3). Obviously, this was not possible in all cases. However, the major components of the photoperiod pathway in *Arabidopsis *do have orthologues in the cereal monocots [8,28,29], and two of the major component of the autonomous pathway in *Arabidopsis*, *AtFCA *and *AtFY*, are also conserved in monocots [28]. Using both nucleotide and protein sequences of *Arabidopsis *genes, BLAST searches were made to identify cereal genes with high sequence similarity. These sequences were then used to search the NETAFFX database of probe-sets on the Wheat Array . Of the 24 targets that correspond to *Arabidopsis *phase transition genes, nine didn't show statistically significant changes in abundance (two-fold, p 0.05), and were not considered further. The other 15 showed abundance profiles that included two-fold or greater change.across the time-course.

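Of the 29 genes listed as phase-transition targets, 10 changed at least 2-fold between 2 of the 3 weeks in Harnesk and 19 did not. The paper counts 24 targets, and the file lists 29. The 10 are the gibberellin genes for ent-kaurene synthase and ent-kaurene oxidase, the clock genes TaLHY (listed a second time as TaCCA1), TaTOC1 and TaGI, TaVIL3, TaESD4, TaSOC1 and TaVRN1. TaESD4, whose Arabidopsis counterpart removes SUMO and holds back flowering, rose in leaf from 0.275 ± 0.103 (mean ± SD, n = 2 arrays) at 3 weeks to 0.842 ± 0.163 at 9 weeks (log2 1.65, adjusted p = 8.9e-05, limma). TaVIL3, related to the VIN3 family that silences flowering repressors in the cold, rose in leaf from 0.253 ± 0.053 to 0.505 ± 0.0601 (log2 1.01, adjusted p = 0.000293). In crown TaVIL3 went from 1.4 to 0.962 (log2 -0.54, adjusted p = 0.0402), a fall that leaving out any 1 of the 4 arrays loses, with changes of -0.57 to -0.51 and adjusted p of 0.146 to 0.22. TaFWA rose in leaf by 0.70 log2 (adjusted p = 0.000706) and TaTFL1, a repressor of flowering at the apex, fell by 0.82 in crown (adjusted p = 0.00486), a call lost without the replicate 1 array of 9 weeks (-0.79, adjusted p = 0.053).
Of these 10 genes 9 changed in leaf, 3 in crown and 2 in both tissues. TaVRN1 counts in leaf by its change from 5 to 9 weeks on the listed probe-set (1.02), a call lost in 3 of 4 cases when 1 array is left out (adjusted p up to 0.238). Adjusted over the list alone the number was again 10. Among the 43 probe-sets of the list 17 rose and 6 fell in leaf from 3 to 9 weeks at any fold, with a mean of 0.36 log2 (adjusted p = 0.0203, camera; adjusted p = 0.169 with an estimated correlation). In crown 2 rose and 5 fell, with a mean of 0.02 (adjusted p = 0.908). Of the 7 probe-sets that rose 2-fold in leaf from 3 to 9 weeks, 4 moved the same way on the single control arrays. So did 1 of 2 in crown, both of them probe-sets of TaVRN1. Among all called probe-sets 76.6% of leaf rises and 76.7% of crown rises did so. With the methods' t-test and Benjamini-Hochberg adjustment 0 of the genes pass, and 8 without the adjustment. The adjusted test found 0 of the simulated changes with 2 arrays against 2.

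**Figure D2:**
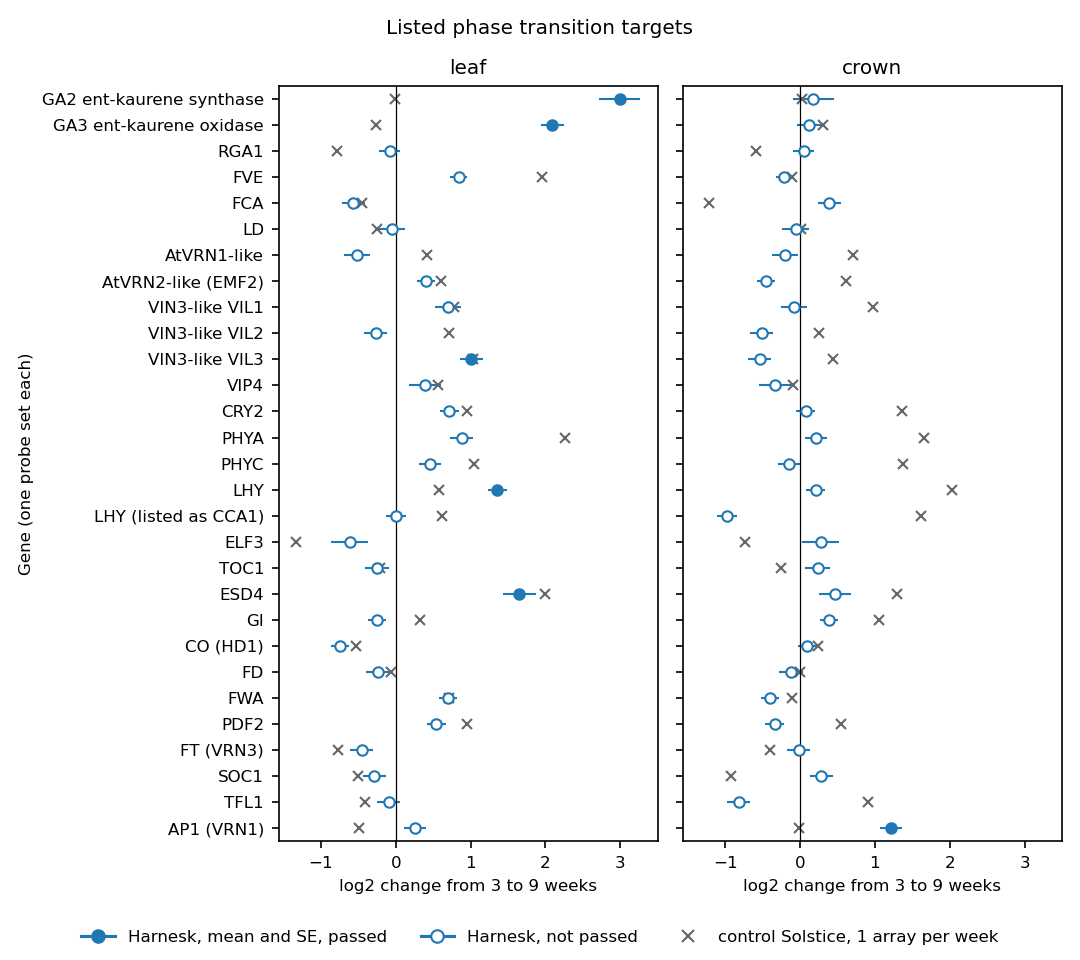
Log2 change from 3 to 9 weeks of the 29 listed genes in Harnesk leaf and crown, mean and standard error from n = 2 arrays per week. Each gene is shown on its probe-set with the highest mean level. For TaFCA, TaTOC1 and TaSOC1 that is not the probe-set given first in the text. Filled points passed the test, and crosses give the change between the single control arrays.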

### GA pathway genes

The Affymetrix array doesn't include probe-sets for *AtGA1 *(codes for ent-copalyl diphosphate synthase) or *AtGA INSENSITIVE *(the wheat orthologue is *REDUCED HEIGHT B1 *[*RHT B1*]). 

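The DELLA gene TaRGA1 (Rht-1), which holds back growth until gibberellin removes its product, kept a steady transcript level in Harnesk. Its leaf level was 0.849 ± 0.0856 (mean ± SD, n = 2 arrays) at 3 weeks, 0.883 at 5 weeks and 0.804 ± 0.0941 at 9 weeks. In crown TaRGA1 stood at 0.931 ± 0.017, 0.939 and 0.966 ± 0.0933. From 3 to 9 weeks the log2 change was -0.08 in leaf (standard error 0.14, adjusted p = 0.69, limma) and 0.05 in crown (adjusted p = 0.887).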

There is a probe-set for *AtRGA1 *(the wheat orthologue of *RHT D1*), but we did not observe differential accumulation of this gene. However, there was a clear genotype-dependent, cold response of some components of the gibberellin pathway: transcripts for *ent*-kaurene synthase and *ent*-kaurene oxidase (correspond to *AtGA2 *and *AtGA3*, respectively), showed leaf specific accumulation (> 20-fold increase after 12 weeks) in the two winter varieties and no response at all in Paragon (Figure 4). This result was confirmed by qRT-PCR (Pearson correlation = 0.99). 

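Transcripts of ent-kaurene synthase and ent-kaurene oxidase, which catalyse early steps of gibberellin synthesis, rose in Harnesk leaf. The synthase stood at 1.23 ± 0.323 (mean ± SD, n = 2 arrays) at 3 weeks, 2.13 ± 0.765 at 5 weeks and 9.91 ± 3.09 at 9 weeks. The oxidase stood at 1.23 ± 0.112, 1.78 ± 0.245 and 5.23 ± 0.0707. From 3 to 9 weeks the synthase rose by 3.00 log2 (standard error 0.27, adjusted p = 5.5e-06, limma) and the oxidase by 2.09 (standard error 0.16, adjusted p = 1.1e-06). In crown the synthase levels were 0.747, 0.923 and 0.847 and the oxidase levels 0.738, 0.735 and 0.805, with changes of 0.18 (adjusted p = 0.778) and 0.12 (adjusted p = 0.723). The change in leaf exceeded that in crown for both, by 2.82 (adjusted p = 0.000251) and 1.97 (adjusted p = 6.4e-05). Another synthase probe-set rose in leaf by 1.12 (adjusted p = 0.00706), and by 0.64 without the replicate 1 array of 9 weeks (adjusted p = 0.0786).
In control leaf the synthase stood at 9.66, 2.87 and 9.57 at 3, 5 and 9 weeks and the oxidase at 5.99, 1.22 and 4.97. Each is a single array of Solstice, and the 9-week one stands apart from the other control leaf arrays (mean rank correlation 0.101), so no test against Harnesk is given. Variety goes with temperature here, and the control leaf arrays lie above the Harnesk leaf arrays in their 3′ minus 5′ difference. Control and Harnesk levels may also differ in scale.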

*Ent*-kaurene synthase and *ent*-kaurene oxidase are two of the principal enzymes of the gibberellin biosynthetic pathway [30,31]. Thus, given the profiles of abundance that we observed, one might assume that, in the two winter varieties, there was an increase in gibberellins. In Arabidopsis, gibberellic acid (GA) activates the expression of *AtSOC1*(*SUPPRESSOR OF OVER EXPRESSION OF CO 1*) [32], an important integrator of several flowering pathways (discussed below), which in turn promotes flowering through its action on floral meristem identity genes or their products (Komeda 2004). What's more, Moon *et al*. [32] report that the gibberellin pathway is the only pathway to promote flowering under short days. Thus, it would appear that we have evidence to show that in wheat the gibberellin pathway functions in a similar manner to that in *Arabidopsis*, and that as a consequence of vernalisation under short-days it tends to promote flowering. However, the complete lack of response in the spring variety, Paragon, is intriguing: does the gibberellin pathway not function to promote flowering in spring varieties of wheat?

**Figure 4:**
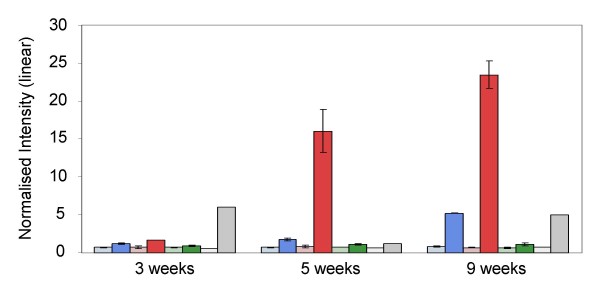
**Bar diagram of Ent-kaurene oxidase transcript abundance: a comparison of array data (normalised intensity) of the three varieties at 3, 5 and 9 weeks**. Colour code: Harnesk = blue; Solstice = red; Paragon = green; Control = grey; in each case the lighter shade represents crown tissue.

### Autonomous pathway

In Arabidopsis, seven genes (*AtFCA*, *AtFY*, *AtFLD*, *AtFVE*, *AtFPA*, *AtLD *and *AtFRI*) have been shown to comprise the autonomous pathway [7,8]. All of these, except *AtFRI*, are thought to promote flowering by repressing *AtFLC*, a dominant repressor of flowering. *AtFRI*, on the other hand, upregulates expression of *AtFLC *and so represses flowering. No orthologues for *AtFRI *or *AtFLC *have been found in the cereals (Alexandre and Hennig, 2008). Orthologues (or, at least, genes which code for proteins with similar structure and function) of the other six are present in the cereals [28], but there are probe-sets for only two of these (*TaFVE *and *TaFCA*) on the wheat array (see Additional file 3). Both these genes showed a slight increase in abundance across the time-course. However, there were no particular differences in response between the winter and spring varieties. In addition, in vernalised and control plants transcripts for the two genes exhibited similar profiles of abundance, as might be expected for genes that are not thought to be responsive to light or cold [8].

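TaFVE and TaFCA, whose Arabidopsis counterparts promote flowering by lowering FLC, rose in Harnesk leaf by less than 2-fold. TaFVE went from 0.28 ± 0.00849 (mean ± SD, n = 2 arrays) at 3 weeks to 0.296 at 5 weeks and 0.501 ± 0.00424 at 9 weeks, a log2 change of 0.84 from 3 to 9 weeks (adjusted p = 0.000173, limma). TaFCA, on the probe-set with the largest change, went from 0.339 ± 0.0163 to 0.497 and 0.633 ± 0.0658 (log2 0.90, adjusted p = 0.000144). In crown TaFVE stood at 2.66, 2.78 and 2.30 and TaFCA at 1.58, 1.37 and 1.27, with changes of -0.21 (adjusted p = 0.322) and -0.31 (adjusted p = 0.142). The leaf change minus the crown change was 1.05 for TaFVE (adjusted p = 0.000676) and 1.21 for TaFCA (adjusted p = 0.000357).
Of the 6 probe-sets for TaFCA, 2 rose in leaf and 3 fell. The other one that rose changed by 0.78 (adjusted p = 0.0185), and those that fell by -0.57, -0.56 and -0.39. With 1 of the 4 arrays left out that rise lies between 0.34 and 1.22 and loses its call in 3 of 4 cases (adjusted p up to 0.149). The falls lose theirs in 2, 2 and 3 of 4 cases, with adjusted p up to 0.0973, 0.108 and 0.117. The TaFVE rise in leaf is lost under quantile normalisation.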

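In control plants TaFVE stood at 0.238, 0.33 and 0.919 in leaf at 3, 5 and 9 weeks and at 1.97, 2.60 and 1.82 in crown, each from 1 array. TaFCA, on the same probe-set as in Harnesk, stood at 0.48, 0.72 and 1.55 in control leaf and at 1.03, 1.41 and 2.26 in control crown. The change from 3 to 9 weeks in Harnesk minus that in the control was -1.11 log2 in leaf for TaFVE and -0.79 for TaFCA, without a test, as the 9-week control leaf array stands apart from the others (mean rank correlation 0.101). In crown it was -1.44 for TaFCA and -0.10 for TaFVE, also without a test, as the 3-week control crown array has a wide spread. The controls are another variety, and a 3′ minus 5′ difference above that of Harnesk runs through all 6 of their arrays.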

### Photoperiod pathway

The principal components of the photoperiod pathway are conserved in the monocots and, more pertinent to this discussion, in the cereals [8,33,34]. On the Wheat Genome Array, there are probe-sets that correspond to many of the genes belonging to the photoperiod pathway (Additional file 3).

In *Arabidopsis*, *AtCONSTANS *(*AtCO*) encodes a transcription factor that activates genes required for floral initiation. It integrates circadian clock and day-length signals and, under long-days, activates the floral promoters *AtFT*, *AtSOC1 *and *AtLFY *[8]. The two circadian clock genes *AtLHY *and *AtTOC1 *influence the expression of *AtCO*. They form part of a feedback mechanism, each directly affecting the expression of the other: AtLhy.p is a repressor of *AtTOC1*, and AtToc1.p is required for the expression of *AtLHY *[8]. The cyclic expression of these two genes, which occurs over a 24 hour period, entrains that of *AtGIGANTEA *(*AtGI*). This latter activates *AtCONSTANS*.

In this study, the profiles of abundance for *TaLHY *and *TaTOC1 *were complementary to each other, as one might expect from their relationship to each other in circadian cycling. In crown tissue, transcript of *TaLHY *increased in abundance and then declined; conversely, that of *TaTOC1 *declined and later increased. 

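The morning-phased clock gene TaLHY peaked at 5 weeks in both Harnesk tissues on 1 of its 2 probe-sets and in leaf on the other, which is listed as TaCCA1. On the first it stood in leaf at 1.04 ± 0.087 (mean ± SD, n = 2 arrays), 4.76 ± 0.0983 and 2.67 ± 0.137 at 3, 5 and 9 weeks, and in crown at 0.612 ± 0.017, 1.35 ± 0.0403 and 0.71 ± 0.0601. TaLHY rose from 3 to 5 weeks by 2.20 log2 in leaf (adjusted p = 2.4e-07, limma) and by 1.14 in crown (adjusted p = 0.000775). From 5 to 9 weeks it fell by 0.84 in leaf (adjusted p = 0.000364) and by 0.93 in crown (adjusted p = 0.00073). On the other probe-set the levels were 1.07, 3.97 and 1.08 in leaf and 1.02, 1.03 and 0.519 in crown, with a crown change of 0.00148 from 3 to 5 weeks (adjusted p = 1) and of -0.98 from 5 to 9 (adjusted p = 0.000735). TaTOC1, an evening gene that represses LHY in Arabidopsis, stood at 0.929 ± 0.351, 0.551 ± 0.0141 and 1.32 ± 0.131 in leaf. Its crown levels were 1.04 ± 0.144, 1.32 ± 0.0834 and 1.404 ± 0.00212.
The leaf change of TaTOC1 from 3 to 5 weeks was -0.70 (adjusted p = 0.0512), and leaving out a replicate array of 3 weeks moves it between -1.10 and -0.31. From 5 to 9 weeks TaTOC1 rose in leaf by 1.26 (adjusted p = 0.000797). On another probe-set it fell in leaf by 0.77 from 3 to 5 weeks (adjusted p = 0.00244) and rose by 0.76 after (adjusted p = 0.00113). On the TaTOC1 probe-set with the highest mean level, the leaf change from 5 to 9 weeks had the opposite direction and was not called at 2-fold. In crown none of the 5 TaTOC1 probe-sets passed between any of the weeks, and on the one given first the changes were 0.35 (adjusted p = 1) and 0.09 (adjusted p = 0.887). In the control plants, read from single arrays, TaLHY stood at 1.24, 0.941 and 1.84 in leaf and at 0.204, 0.334 and 0.836 in crown.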

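TaGI, which links the clock to the photoperiod pathway, dipped at 5 weeks in both Harnesk tissues. Its crown levels were 0.768 ± 0.0191 (mean ± SD, n = 2 arrays), 0.258 ± 0.0163 and 1.00 ± 0.0219 at 3, 5 and 9 weeks, and the leaf levels 1.97 ± 0.157, 1.07 ± 0.0191 and 1.66 ± 0.0375. TaGI fell from 3 to 5 weeks by 1.58 log2 in crown (adjusted p = 3.6e-05, limma) and by 0.88 in leaf (adjusted p = 0.000408). From 5 to 9 weeks it rose by 1.96 in crown (adjusted p = 8.6e-07) and by 0.64 in leaf (adjusted p = 0.00198). The crown change from 3 to 9 weeks was 0.39 (adjusted p = 0.0606). Single control arrays gave TaGI levels of 0.3, 0.422 and 0.624 in crown and 1.07, 1.48 and 1.34 in leaf. TaLHY, TaTOC1 and TaGI were read at 1 time of day, the middle of a photoperiod of 14, 12 and 9 h at 3, 5 and 9 weeks. Their course over the day was not measured, so a peak or dip at 5 weeks holds for that time only.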

The profile for *TaGI *was very similar to that of *TaTOC1 *(see Additional file 4). Given that in both rice and *Arabidopsis*, *GI *is a promoter of *CO *expression [8], one might have expected the transcript for *HEADING DATE 1 *(*TaHD1*), the supposed wheat orthologue of *AtCONSTANS*, to follow the profile of *TaGI*. However, it did not show differential expression in this study. 

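TaHD1, the wheat relative of CONSTANS through which day-length acts on FT, stood in Harnesk leaf at 1.59 ± 0.0375 (mean ± SD, n = 2 arrays) at 3 weeks, 1.4 ± 0.153 at 5 weeks and 0.952 ± 0.00707 at 9 weeks. In crown TaHD1 stood at 0.929, 0.986 and 0.989. TaHD1 fell by 0.74 log2 from 3 to 9 weeks in leaf (standard error 0.12, adjusted p = 0.000558, limma), less than 2-fold, and its crown change was 0.09 (adjusted p = 0.733). The leaf change lay below the crown change by a log2 difference of -0.83 (adjusted p = 0.00349). In control leaf TaHD1 went from 1.32 at 3 weeks to 0.914 at 9 weeks on single arrays.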

Interestingly, other transcripts that appear to be members of the *CONSTANS-like *family of genes exhibited profiles that did reflect those of *TaLHY*, and *TaTOC1*, and *TaGI*. In particular, a sequence highly similar to barley *CONSTANS-like *9 (the most divergent of the barley *CONSTANS-like *genes which has no counterpart in *Arabidopsis *[35]) had a profile of abundance very similar to that of *TaLHY *(see Additional file 4). A transcript with similarity to *CONSTANS-like 1 *in *Lolium perenne*, a gene which has been reported to increase after extended periods of exposure to cold [36], had a profile of transcript abundance that echoed that of *TaTOC1 *and *TaGI*. Ciannamea *et al*., using a similar experimental approach to that used in this study, suggested that the profile of transcript abundance for *LpCOL1 *was suggestive of the gene being involved in the vernalisation response [36]. We observed a very similar profile of responses in both the cold treated plants and the controls. This would suggest that this gene in wheat is responding to shortening day length.

The phytochromes (perceive red and far-red light) and the cryptochromes (perceive blue and UV-A light) are the principle components involved in the perception of light. What is more, phytochromes regulate a variety of developmental processes, and are thought to be involved in signaling, probably through the possession of a kinase domain residing within their C-terminal domain [13]. Within the photoperiod pathway, it is believed that, under long-day conditions, these photoreceptors contribute to the initiation of flowering through the stabilisation of the CO protein [37]. Of the principal photoreceptors, only three, *TaCRY2*, *TaPHYA *and *TaPHYC*, were identified on the Affymetrix Wheat Genome Array. Two of these, *TaCRY2 *and *TaPHYA*, exhibited a response under our experimental conditions. 

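TaCRY2, a blue-light receptor that promotes flowering in Arabidopsis, stood in Harnesk leaf at 0.917 ± 0 (mean ± SD, n = 2 arrays) at 3 weeks, 0.798 ± 0.0919 at 5 weeks and 1.50 ± 0.0149 at 9 weeks, and in crown at 0.778, 1.03 and 0.819. TaCRY2 rose in leaf by 0.71 log2 from 3 to 9 weeks (adjusted p = 0.00103, limma), and its crown change was 0.08 (adjusted p = 0.8). TaPHYC, a phytochrome, went from 0.932 to 1.29 in leaf (log2 0.46, adjusted p = 0.0351), which falls to 0.29 without the replicate 1 array of 9 weeks (adjusted p = 0.248).
In control leaf TaCRY2 stood at 0.36, 0.497 and 0.696, and in control crown at 0.392, 0.419 and 1.01, with 1 array each. The change in Harnesk minus that in the control was -1.29 log2 in crown. No test is given there, as the 3-week control crown array has a wide spread. In leaf it was -0.24, without a test, since the 9-week control array has a mean rank correlation of 0.101 with the other control leaf arrays.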

Transcript of *TaCRY2 *accumulated, principally in leaf tissue, of the two winter varieties under both the vernalisation regime and in the control plants. In Paragon, no statistically significant change in transcript abundance was observed. 

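TaPHYA, the receptor of far-red light, stood in Harnesk crown at 3.72 ± 0.194 (mean ± SD, n = 2 arrays) at 3 weeks, 3.89 ± 0.0672 at 5 weeks and 4.31 ± 0.122 at 9 weeks. Over all weeks TaPHYA was higher in crown than in leaf by 2.70 log2 (standard error 0.17, adjusted p = 5.7e-09, limma, n = 6 arrays per tissue). Its crown change from 3 to 9 weeks was 0.21 log2 (adjusted p = 0.457). Quantile normalisation turns that change into a rise that passes.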

Transcript levels of *TaPHYA *were initially much higher in the crown tissue of the two winter varieties than in Paragon and increased across the time course. 

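In Harnesk leaf TaPHYA stood at 0.48 ± 0.0523 (mean ± SD, n = 2 arrays) at 3 weeks, 0.543 ± 0.117 at 5 weeks and 0.882 ± 0.0219 at 9 weeks. It rose by 0.88 log2 from 3 to 9 weeks (standard error 0.15, adjusted p = 0.00081, limma) and by 0.72 from 5 to 9 weeks (adjusted p = 0.00432).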

There was also an increase in transcript abundance in leaf tissue of the winter varieties, but from a lower initial level. The same pattern of increase was seen in the controls.

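On the single control arrays TaPHYA stood at 0.46, 0.654 and 2.20 in leaf at 3, 5 and 9 weeks and at 2.20, 3.83 and 6.97 in crown. Its change from 3 to 9 weeks in Harnesk crown lay below that of the control by a log2 difference of -1.45. No test is given there, as the 3-week control crown array has a wide spread. In leaf the difference was -1.38, without a test, as the 9-week control array has a mean rank correlation of 0.101 with the other control leaf arrays. Variety and temperature differ together between these plants, and the control arrays have the higher 3′ minus 5′ difference.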

### Intergrative pathway

In *Arabidopsis*, the four floral pathways converge through genes of the integrative pathway [7]. The activation of floral integrators, such as *AtFLOWERING LOCUS T *(*AtFT*) and *AtSUPPRESSOR OF CONSTANS 1 *(*AtSOC1*), in turn, lead to the activation of floral meristem identity genes such as *LEAFY *(*LFY*) and *APETALA1 *(*AP1*). We did not observe differential expression of *TaFT *(see above discussion of *TaVRN3*). On the other hand, transcripts for wheat genes that share sequence similarity with *AtSOC1 *did show differential expression. Zhao *et al*. [38] identified seven MADS-box genes (*TaAGL1*, *TaAGL7*, *TaAGL18*, *TaAGL20*, *TaAGL21*, *TaAGL23 *and *TaAGL38*) that, upon phylogenetic analysis, were placed in the SOC1-like clade of MADS-box genes. Only three probe-sets on the wheat array corresponded with these seven genes (see Additional file 5). The gene *TaAGL7 *corresponds with the probe set Ta.25343. The genes *TaAGL1*, *TaAGL18 *and *TaAGL23 *(the most similar to *AtSOC1*) all correspond to one probe-set (Ta.21250), and *TaAGL20*, *TaAGL21 *and *TaAGL38 *(the least similar to *AtSOC1*) to another (TaAffx.19661) – given the high sequence similarity between the genes in the respective groups, they are probably homoeologues and so we cannot report on their individual behaviour. However, the three probe-sets that correspond to the genes of the SOC1 clade of MADS-box genes all evidenced essentially the same profile of abundance (data not shown). That is, in both leaf and crown tissue of all three varieties, transcript increased slightly (Figure 5).

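Of the wheat genes related to SOC1, which in Arabidopsis joins several flowering pathways at the apex, 3 groups can be read on the array. TaAGL20, TaAGL21 and TaAGL38 share a probe-set, which rose in Harnesk leaf from 0.621 ± 0.127 (mean ± SD, n = 2 arrays) at 3 weeks to 0.698 ± 0.00566 at 5 weeks and 1.29 ± 0.117 at 9 weeks. TaAGL7 went from 0.351 ± 0.0403 to 0.728 and 1.34 ± 0.134 in leaf. The probe-set of TaAGL1, TaAGL18 and TaAGL23 went from 0.968 ± 0.0537 to 1.06 and 1.39 ± 0.0537. The leaf rises from 3 to 9 weeks were 1.06 log2 (adjusted p = 0.000213, limma), 1.94 (adjusted p = 2e-05) and 0.52 (adjusted p = 0.0216).
In crown the changes were 0.14 for TaAGL20, TaAGL21 and TaAGL38 (adjusted p = 0.664), 0.58 for TaAGL7 (adjusted p = 0.101) and 0.01 for TaAGL1, TaAGL18 and TaAGL23 (adjusted p = 0.982). The leaf change exceeded the crown change by 0.92 (adjusted p = 0.00741) for the first group and 1.36 (adjusted p = 0.00479) for TaAGL7. A further SOC1 probe-set changed by -0.29 in leaf (adjusted p = 0.168). The crown change of TaAGL7 passes under quantile normalisation, and the smallest leaf rise is 0.46 without a replicate array of 3 weeks, with an adjusted p up to 0.0932 when any 1 array is left out.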

**Figure 5:**
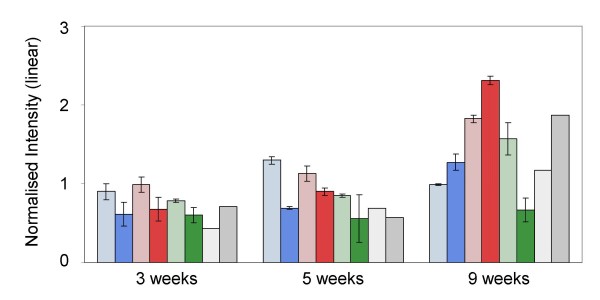
**Bar diagrams of transcript abundance of the MADS-box gene *TaAGL21*, the gene most similar to *AtSOC1*: a comparison of array data (normalised intensity) of the three varieties at 3, 5 and 9 weeks post-germination**. Colour code: Harnesk = blue; Solstice = red; Paragon = green; Control = grey; in each case the lighter shade represents crown tissue.

In *Arabidopsis*, *AtSOC1 *acts as a integrator of several floral induction pathways, and is induced by vernalisation [39]. Genes from both rice (*OsMADS50*) and ryegrass (*LpMADS1*, *LpMADS2*, *LpMADS3*) that share sequence similarity with *AtSOC1*, and may be functional equivalents of it, are also reported to accumulate as a consequence of vernalisation [40,41]. We observed a slight increase in abundance in wheat, but the profile of abundance in the vernalised and control plants were essentially identical. Thus, we might not be observing a response to declining temperature but to declining day-length. 

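In control leaf, TaAGL20, TaAGL21 and TaAGL38 together stood at 0.77, 0.619 and 2.02 at 3, 5 and 9 weeks, TaAGL7 at 0.668, 0.689 and 1.64, and TaAGL1, TaAGL18 and TaAGL23 at 0.828, 0.785 and 1.51. In control crown these SOC1 relatives went from 0.467 to 1.27, from 0.48 to 0.93 and from 0.701 to 1.25. The change in Harnesk leaf minus that in control leaf was -0.33, 0.64 and -0.34 log2, without a test, because the control leaf array of 9 weeks stands apart from the others (mean rank correlation 0.101). In crown it was -1.30 for TaAGL20, TaAGL21 and TaAGL38, -0.82 for TaAGL1, TaAGL18 and TaAGL23 and -0.37 for TaAGL7. These crown differences are also untested, as the 3-week control crown array has a wide spread. The control levels rest on 1 array each from Solstice. The 3′ minus 5′ difference of the control arrays is above that of Harnesk.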

Alternatively, as indicated by Shitsukawa *et al*. [42], it might well be that this gene is neither influenced by vernalisation nor day-length. Indeed, this latter group present a model in which *WSOC1 *acts as an activator of flowering that is influenced by the Gibberellin pathway [42].

### Other MADS-box genes

Members of the MADS-box gene family encode transcription factors that play a fundamental role in signal transduction and control of development in probably all eukaryotes [43]. For instance, floral organ identity genes (homeotic genes) of the ABCDE model of floral organ development are mostly MADS genes [44]. In rice and *Arabidopsis*, species for which sequencing has been completed, 73 and 107 MADS-box genes have been identified, respectively [38]. In wheat about 50 MADS-box genes have been identified; these are dispersed throughout the genome [38,45]. We identified all the features on the wheat array that correspond with MADS-box genes (see Additional file 5) to determine whether they exhibited abundance profiles indicative of involvement in phase transition.

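The 40 listed MADS-box genes that have a match on the array, transcription factors of phase change and floral identity, are read by 30 probe-sets. In Harnesk 10 of them changed at least 2-fold between 2 of the 3 weeks. They read TaVRN1 (4 probe-sets), TaAGL7, TaAGL20 with TaAGL21 and TaAGL38, TaVRT2 (TaAGL36), TaAGL42, TaAGL22 and TaAGL39. TaAGL22 fell in leaf from 2.95 ± 0.0757 (mean ± SD, n = 2 arrays) at 3 weeks to 1.23 at 5 weeks and stood at 1.36 at 9 weeks (log2 -1.12 from 3 to 9 weeks, adjusted p = 0.000332, limma). TaAGL39 fell in leaf from 1.88 to 0.903 by 5 weeks (log2 -1.03, adjusted p = 0.00542). TaAGL14 and TaAGL15, on 1 probe-set, stood at 3.39, 3.16 and 2.03 in Harnesk crown (log2 -0.74, adjusted p = 0.0106) and at 18.8, 29.3 and 38.4 on the single control crown arrays. Control levels of this probe-set were higher in leaf as well (0.66 to 1.54 against a Harnesk mean of 0.0538), so the levels may differ in scale. The fall in Harnesk loses its call without any 1 of the 4 arrays (-0.81 to -0.67, adjusted p of 0.0522 to 0.109).
Of the 10 probe-sets 8 changed in leaf, 5 in crown and 3 in both, and 10 passed when adjusted over the list alone. At any fold 8 of the 30 rose and 4 fell in leaf from 3 to 9 weeks, with a mean of 0.19 log2 (adjusted p = 0.213, camera). In crown 6 rose and 2 fell, with a mean of 0.33 and a median of 0.07 (adjusted p = 0.0351; adjusted p = 0.081 with an estimated correlation). The call is lost under quantile normalisation and with arrays of crown alone. Of the probe-sets with a 2-fold change from 3 to 9 weeks, 6 of 6 in leaf and 4 of 5 in crown moved the same way on the control arrays. The 5 in crown are the 4 of TaVRN1 and that of TaAGL42, so the crown mean rests largely on 1 gene. Among all called probe-sets the share moving the same way was 76.7% in leaf and 76.7% for rises in crown. None of the 10 passes by the methods' t-test with Benjamini-Hochberg adjustment, which found 0 of the simulated changes with 2 arrays against 2.

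**Figure D3:**
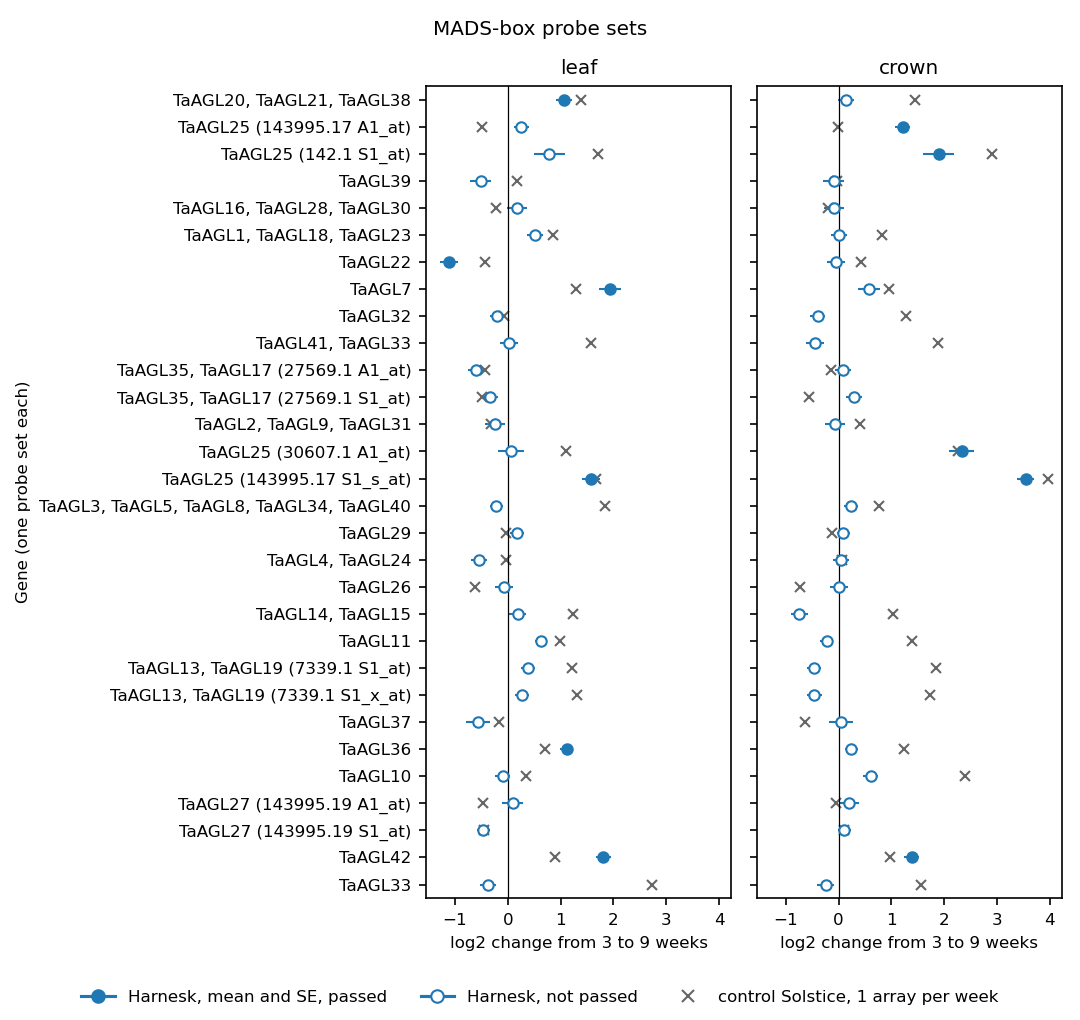
Log2 change from 3 to 9 weeks of the 30 MADS-box probe-sets in Harnesk leaf and crown, mean and standard error from n = 2 arrays per week. Filled points passed the test, and crosses give the change between the single control arrays.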

The MADS-box gene *VEGETATIVE TO REPRODUCTIVE TRANSITION 2 *(*TaVRT2*), the product of which shares 51% sequence identity with the *Arabidopsis *protein SHORT VEGETATIVE PHASE (AtSvp.p), has been reported to play an important role in phase transition in wheat [12,46]. Kane *et al*. [46] reported that, in spring wheat, levels of TaVrt2.p remain low and stable under cold treatment, whilst in winter wheat it starts higher than in spring wheat and then declines. This pattern of expression, reminiscent of that reported for *TaVRN2*, is consistent with the hypothesis that *TaVRT2 *is a repressor of flowering. Indeed, Kane *et al*. [12] suggested that TaVrt2.p (as part of a hypothesised protein complex, possibly with TaVrn2.p) might bind to the promoter region of *TaVRN1 *and repress it. However, Trevaskis *et al*. [12,26], working with barley, suggested that this is unlikely to be the case: they failed to find any evidence for there being a direct interaction between *HvVRT2 *and *HvVRN1 *(the barley homologues of *TaVRT2 *and *TaVRN1*, respectively) and showed that *HvVRT2 *transcript abundance increased during cold treatment. In our study, in both tissues of all three varieties, there was an increase in transcript abundance (approx. 1.5 to 2.0 fold) as temperature decreased. Thus, our results are in agreement with those of Trevaskis *et al*. [26]. 

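TaVRT2 (TaAGL36), a relative of the Arabidopsis flowering repressor SVP, rose in Harnesk leaf from 0.805 ± 0.0481 (mean ± SD, n = 2 arrays) at 3 weeks to 1.08 ± 0.099 at 5 weeks and 1.74 ± 0.0403 at 9 weeks, 2.17-fold over the series (adjusted p = 2.9e-05, limma). In crown TaVRT2 stood at 0.92 ± 0.041, 0.941 and 1.09 ± 0.0106, a ratio of 1.19 between 9 and 3 weeks (adjusted p = 0.267). The leaf change exceeded the crown change by 0.87 log2 (adjusted p = 0.00321). The crown difference passes by the methods' t-test.
On the single control arrays TaVRT2 went from 0.556 to 0.904 in leaf and from 0.477 to 1.13 in crown. The change in Harnesk minus that in the control was -1.0 log2 in crown. No test is given there, as the 3-week control crown array has a wide spread. In leaf it was 0.41, without a test, since the control array of 9 weeks stands apart from the others (mean rank correlation 0.101).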

If indeed *VRT2 *is a repressor of flowering, the profiles observed here could be explained by assuming that, in both winter and spring varieties, there is a tendency to retard flowering until permissive warm, long-day conditions return. That is, *TaVRT2 *might not repress *TaVRN1 *but counteract its function and so be part of a mechanism to hold back flowering until the return of spring. Indeed, it has been reported that short days repress reproductive development in spring varieties [47]. That is, plants that have no vernalisation requirement use day-length as a cue to retard flowering until the permissive temperatures and lengthening days of spring stimulate them to flower. Thus, *TaVRT2*, a repressor of flowering, and *TaVRN3*, a floral promoter, might work in concert as part of a mechanism to check the flowering in vernalisation saturated plants (or, indeed, in plants that don't require cold to acquire competence to flower) until day-length is appropriate.

Finally, several less well studied MADS-box genes behaved in an intriguing manner suggestive of their involvement in vernalisation or photoperiod induced phase transition. Of particular interest were *TaAGL10*, *TaAGL33 *and *TaAGL42*. The gene *TaAGL10 *belongs to the same subfamily of MADS-box genes as *TaVRN1 *although their proteins shares only 52% identity [38]. 

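TaAGL10, a MADS-box gene of the subfamily of TaVRN1, stood in Harnesk leaf at 0.881 ± 0.163 (mean ± SD, n = 2 arrays) at 3 weeks, 0.838 at 5 weeks and 0.818 ± 0.0177 at 9 weeks, a log2 change of -0.09 (adjusted p = 0.635, limma).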

Interestingly their profiles of expression in crown tissue were quite similar – there was little response of *TaAGL10 *in leaf tissue of any of the three varieties. That is, at all three time points, transcript in Paragon was much higher than in the two winter varieties. 

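In Harnesk crown TaAGL10 stood at 0.789 ± 0.0424 (mean ± SD, n = 2 arrays) at 3 weeks, 0.872 ± 0.0219 at 5 weeks and 1.202 ± 0.075 at 9 weeks. TaAGL10 rose there by 0.61 log2 from 3 to 9 weeks (adjusted p = 0.0155, limma), and its leaf change lay below its crown change by a log2 difference of -0.70 (adjusted p = 0.0192). Leaving out any 1 of the 4 arrays loses the crown rise, with changes of 0.54 to 0.67 and adjusted p of 0.0705 to 0.14. On the single control arrays of crown TaAGL10 went from 0.676 to 3.57, and the change in Harnesk was below it by a log2 difference of -1.79. No test is given, as the 3-week control crown array has a wide spread.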

In the latter, transcript was initially very low but began to accumulate by the ninth week. Analysis with qRT-PCR showed that this increase continued to the twelfth week (data not shown). The similarity between the profiles of *TaVRN1 *and *TaAGL10 *suggests that they might respond to the same cues. Further work will need to be carried out to determine the downstream interaction of the TaAgl10 protein.

The two genes *TaAGL33 *and *TaAGL42 *are Class I MADS-box genes. The precise function of genes belonging to this class is not well understood [48,49]. However, both *TaAGL33 *and *TaAGL42 *are closely related to the rice gene *OsMADS51*[38] which, in rice, has been shown to be a flowering activator under short-days[50]. In our experiment, differential expression of these two genes was restricted to the two winter varieties (Figure 6). At three weeks, transcript of *TaAGL33 *was relatively high in leaf tissue of the two winter varieties, but declined between the fifth and ninth weeks. This pattern corresponds with the results reported by Trevaskis *et al*., [21] for the Type I MADS-box gene, *TaMx23*. 

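TaAGL33, close to the rice gene OsMADS51 that activates flowering in short days, has a probe-set of its own and shares another with TaAGL41. On its own it stood in Harnesk leaf at 19.3 ± 2.18 (mean ± SD, n = 2 arrays), 21.7 ± 1.94 and 14.9 ± 2.45 at 3, 5 and 9 weeks, and in crown at 0.985, 0.897 and 0.833. Over all weeks TaAGL33 differed between crown and leaf by -4.35 log2 (standard error 0.13, adjusted p = 1.4e-12, limma, n = 6 arrays per tissue). In leaf it changed by 0.17 from 3 to 5 weeks (adjusted p = 0.54) and fell by 0.55 from 5 to 9 weeks (adjusted p = 0.0202). From 3 to 9 weeks the change was -0.38 in leaf (adjusted p = 0.0776) and -0.24 in crown (adjusted p = 0.38). The later fall in leaf is -0.38 without the replicate 2 array of 9 weeks (adjusted p = 0.156), and the change from 3 to 9 weeks passes under quantile normalisation. The shared probe-set stood at 1.22, 0.987 and 1.23 in leaf and at 1.07, 1.06 and 0.784 in crown, with no change between weeks that passed and a difference between crown and leaf of -0.23 (adjusted p = 0.135).
In control leaf TaAGL33 stood at 5.30, 19.1 and 35.1 on single arrays, and in control crown at 0.483, 0.545 and 1.42. The leaf change in Harnesk minus that of the control was -3.10 log2, given without a test. The control array of 9 weeks, with the level of 35.1, has a mean rank correlation of 0.101 with the other control leaf arrays. The plants compared differ in variety as well as temperature, and in the 3′ minus 5′ difference of their leaf arrays.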

A BLAST search using the sequence of TaMX23 (accession number BJ258117) shows that the two sequences are very similar (85% identify). However, *TaMx23 *is more similar to the sequence of *TaAGL42 *(95% identity) which showed a different profile of abundance. Transcript of *TaAGL42 *increased, principally in leaf tissue, in the winter varieties and showed no response in Paragon. 

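TaAGL42, like TaAGL33 a relative of OsMADS51, rose in Harnesk in both tissues. It stood in leaf at 1.04 ± 0.0629 (mean ± SD, n = 2 arrays), 1.03 ± 0.208 and 3.65 ± 0.0743 at 3, 5 and 9 weeks, and in crown at 0.258 ± 0, 0.426 ± 0.012 and 0.673 ± 0.0212. By 9 weeks TaAGL42 had risen by 1.81 log2 in leaf (standard error 0.14, adjusted p = 1.7e-06, limma) and by 1.38 in crown (adjusted p = 5.9e-05). The leaf change minus the crown change was 0.43 (adjusted p = 0.131). On the single control arrays it went from 1.37 to 2.54 in leaf and from 0.641 to 1.25 in crown. The rise in Harnesk minus the control change was 0.42 in crown. No test is given there, as the 3-week control crown array has a wide spread. In leaf it was 0.92, without a test, as the 9-week control leaf array stands apart (mean rank correlation 0.101 with the other control leaf arrays).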

If these two MADS-box genes are involved in cold induced phase transition, their profiles of abundance would suggests that *TaAGL33 *is a repressor of flowering and *TaAGL42 *a promoter. The complete lack on response of both genes in the spring wheat, Paragon, is quite intriguing; it would indicate that in spring varieties these genes are constitutively repressed or that they occur as non-functional alleles. This would make sense for the *TaAGL33 *transcript assuming that it were a repressor of flowering. That is, in winter varieties it declines as a consequence of vernalisation, whilst in spring varieties it always remains low or absent. However, the role that *TaAGL42 *might have in phase change is more difficult to interpret. If one were to hypothesise that *TaAGL42 *generally acts to promote flowering then it should be constitutively expressed in spring varieties: it remained low and unchanging in both tissues, however. Thus, *TaAGL42 *might not be involved in phase transition at all. A clue that instead it might be involved in cold acclimation is given by the fact that, of the MADS-box genes on the array, it is the only one apart from *TaVRT-2 *that responded to a cold "shock". That is, in a separate experiment (not described here) in which plant were exposed to a rapid drop in temperature from 15°C to 4°C and held for two days, transcript of *TaAGL42 *in the two winter wheat varieties increased in abundance four- to five-fold over a two day period. Transcript for *TaVRT-2 *approximately double in all three varieties over the same period whilst transcript for all other MADS-box genes studied showed no statistically significant change in abundance (Figure 7).

**Figure 6:**
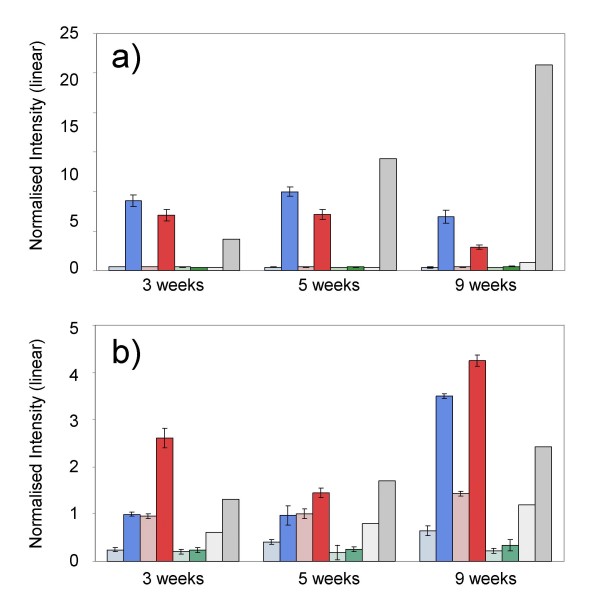
**Bar diagrams of transcript abundance of a) *TaAGL33 *and b) *TaAGL42*: a comparison of array data (normalised intensity) of the three varieties at 3, 5 and 9 weeks post-germination**. Colour code: Harnesk = blue; Solstice = red; Paragon = green; Control = grey; in each case the lighter shade represents crown tissue.

**Figure 7:**
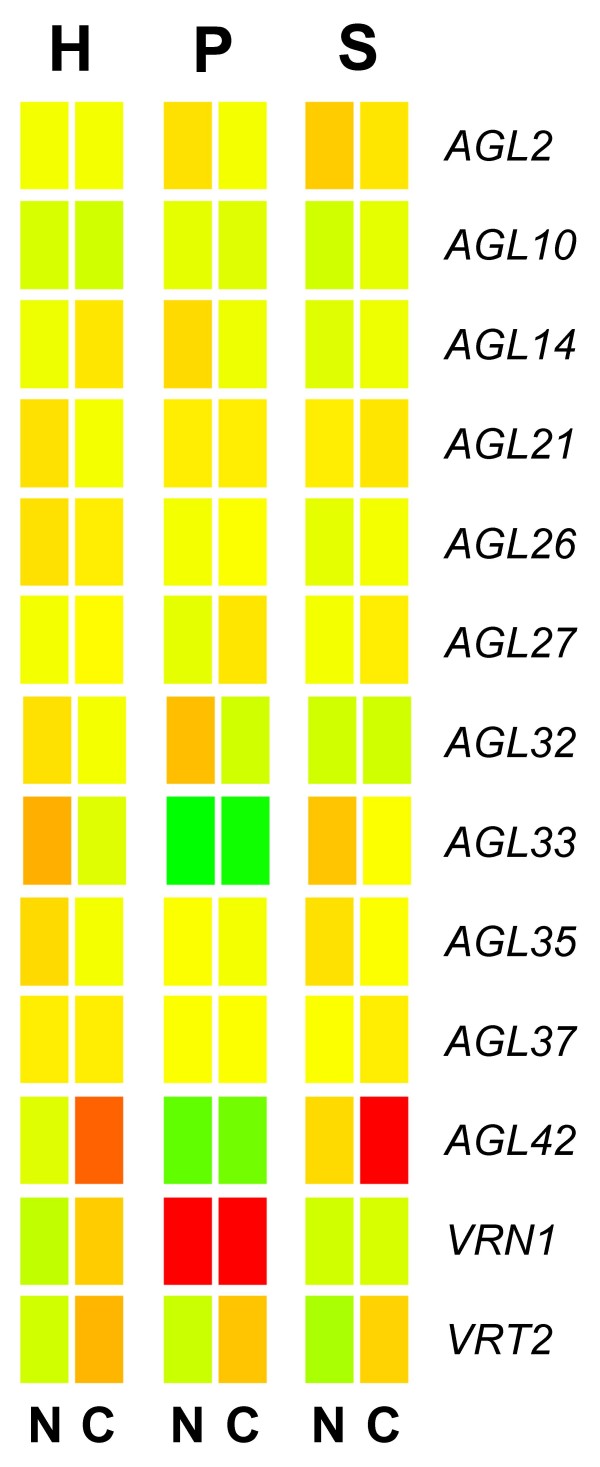
**Relative expression of MADS-box genes in plants exposed to a sudden drop in temperature from 15°C to 4°C**. Most MADS-box genes didn't show a statistically significant response to the cold shock. In the two winter varieties, *TaAGL42 *showed a marked increase in expression in the cold treated plants relative to the controls (> 3-fold change, *p *= 0.05).*TaVRT2 *showed a >1.5-fold increase in all three varieties (*p *= 0.05). Code: H = Harnesk; P = Paragon; S = Solstice; N = no cold treatment; C = cold shock.

## Conclusion

This study, we believe, is novel in that it was carried-out under conditions that closely reflect those that typically occur during the winter in a northern climate – a gradual decline in temperature, day-length and light intensity. In most previous studies, unnaturally high light intensities have been maintained throughout the experiment, or sudden drops in temperature have been used. These conditions may have given rise to unusual, stress-related responses. Certainly, we have observed expression patterns for some genes that call into question earlier studies.

In choosing a microarray approach we have obtained a broad overview of the behaviour of the wheat transcriptome to winter conditions and this has provided many interesting clues to the interaction of the several pathways involved in phase transition. We have also seen how these might differ between different tissue and, particularly, between winter and spring varieties of wheat. With regard to many genes, we observed patterns of transcript accumulation that reflect those seen by other groups in other studies. However, as a consequence of the conditions under which we grew our plants, we have also made observations that give additional insight to the complexities of the interaction that occur between floral pathways, and how internal and external cues come into play to ensure flowering occurs when internal and external cues are appropriate. For instance, it has not been previously reported that *TaVRN1 *might respond to light – thus, it might be that *TaVRN1 *is involved in pathways other than just the vernalisation pathway. The lack of a clear response of Ta*VRN2 *was also unexpected when we began our study, but has recently been discussed by other groups [22]. Our results support the view that this gene is probably not directly involved in vernalisation as was, until recently, thought to be the case. Clear evidence that the Gibberellin pathway is important in wheat and, by extension, in other cereals too, is also interesting. Finally, we have highlighted genes that certainly warrant further investigation such as the MADS-box genes *TaAGL10*, *TaAGL33 *and *TaAGL 42*.

On a broad scale, it seems evident that phase transition and flowering in cereals, as in *Arabidopsis*, is controlled by several different pathways that allow plants to respond to different external (temperature, day length and light quality) and internal (gibberellin and autonomous pathways) cues. The different pathways, each responding to their own cues and each promoting or repressing flowering depending on the message provided by these cues, provide the checks and bounds to flowering. Thus, only when plants are sufficiently mature and receive the appropriate cues of temperature, day-length and a light quality will they proceed to flower. A greater knowledge of the precise details of these pathways will allow for the selection or breeding of varieties to match particular environments.

## Methods

### Plant material

Three photoperiod responsive wheat cultivars were used for the project: Harnesk and Solstice, both winter varieties, and Paragon, a spring variety. Seeds were planted in 50:50 potting compost:perlite in 10 cm pots and maintained in growth cabinets with a 14 h photoperiod (280) and 16°C day/14°C night temperature. Three weeks post-germination, experimental procedures began (Table 1). As a control, plants of Solstice were grown under identical conditions of light and day-length as the experimental plants but without a corresponding fall in temperature.

Samples were taken for analysis on the last day of each time period/temperature segment: 3, 5, 7, 9 and 12 weeks. Harvesting took place in the middle of the photoperiod to avoid, as much as possible, the influence of circadian rhythms.

### RNA extraction and purification

Total RNA was independently prepared from two separate tissues: crown and leaf. Because of problems of handling, "crown tissue" constituted the apex and some subtending stem including the vascular transition zone and immature leaf bases. In each case, RNA was extracted from material pooled from 4 separate plants. Tissues from control plants were harvested at the same time as the experimental plants. The samples for RNA extraction were frozen in liquid nitrogen, and stored at -80°C until used.

RNA was extracted using the TRIZOL (Invitrogen) method reported in [51].

### Photographic imaging

Crown tissues were collected from plants and fixed and embedded in Lambwax (Raymond A. Lamb Ltd., Eastbourne, BN23 6QE, UK) using standard histochemical techniques [52]. De-parafinised sections were re-hydrated and subsequently stained with 0.05% (w/v) toluidine blue in 10 mM sodium benzoate pH4.4. Slides were examined at low magnification under bright-field illumination using a Wild Photomacroscope IV (Leica Microsystems (UK) Ltd.). A Leica DMRB microscope (Leica Microsystems (UK) Ltd.) was used for high magnification observations and for the capture of photographic images.

### Array analysis

Affymetrix Genechip Wheat Arrays (Affymetrix, USA) were used. Hybridisation, washing and staining were performed according to manufacturer's instructions. Microarray data were extracted from scanned GeneChip images and analyzed using Microarray Suite version 5.0.1 (Affymetrix). Array normalisation and analysis were performed using the GeneSpring GX 7.3 software package (Agilent): the raw data, imported as CEL files, were normalised per chip using RMA (log-scale Robust Multi-array Analysis) open access GeneSpring software; per gene normalisation to the median was performed within the programme. These data are available for public access: the GEO accession number for array data is GSE11774.

### Real-time quantitative RT-PCR

To confirm expression patterns observed from the analysis of array data, real time qRT-PCR experiments were performed using an ABI Prism 7000 SDS (Applied Biosystems, U.K.). Reverse transcription was performed using Superscript III First Strand Synthesis Kits (Invitrogen) according to manufacturer's instructions. Quantitative RT-PCR was performed using SYBR Greener qPCR Supermix for ABI Prism (Invitrogen). The primers used are available in Additional file 6. Reaction conditions were as follows: 50°C for 2 mins; 95°C for 10 mins; 42 cycles of 95°C for 15 s and 58°C 1 min. A dissociation protocol was performed in all cases. Quantification for each primer pair and cDNA template combination was performed in triplicate for each of the two biological replicates at every time point.

Relative quantification was performed using the ΔCt ΔCt method with wheat *ACTIN *used as the endogenous control. Correlation between results from the array data and qRT-PCR was tested using Pearson Correlation Coefficient.

## Authors' contributions

MW carried some of the microarray work, and all of the qRT PCR work. He also performed all of the data analysis and wrote the manuscript. CL grew the plants, collected all tissues for analysis. He performed all RNA extractions and prepared samples for array analysis. JAC performed quality control of RNA and carried out the array analysis. IDW and KJE designed the experimental programme, and gave technical and intellectual guidance.

## Supplementary Material

Additional file 1 **Proposed models for the interaction between the three genes Ta*VRN1*, Ta*VRN2 *and Ta*VRN3***. Models of the interaction between the three genes Ta*VRN1*, Ta*VRN2 *and Ta*VRN3 *(syn. with *TaFT*) redrawn from those proposed by: a) Yan *et al*., 2006; b) Trevaskis *et al*., 2007. Click here for file

Additional file 2 **Vernalised and non-vernalised plants of the wheat varieties Harnesk, Solstice and Paragon**. A) Photographs of non-vernalised plants of varieties Harnesk, Solstice and Paragon 5 months post-germination. B) Photographs of vernalised plants of Harnesk, Solstice and Paragon 5 months post-germination. Click here for file

Additional file 3 **Genes potentially involved in phase transition**. A table listing the features on the Affymetrix Genechip Wheat Genome Array that are reported to be homologues of, or are highly similar to, genes involved in phase transition in *Arabidopsis*. Click here for file

Additional file 4 **Profiles of transcript abundance for photoperiod pathway genes discussed in article**. Profiles of transcript abundance for the photoperiod pathway genes. Only those transcripts that showed a statistically significant 2-fold or greater change in abundance are represented. a) PHYA, b) TOC1, c) LHY, d) GIGANTEA, e) COL1 and f) COL9. Click here for file

Additional file 5 **List of the 42 wheat MADS-box genes described in Zhou *et al*., 2006**. A list of the features on the Affymetrix Genechip Wheat Genome Array that correspond to the wheat MADS-box genes described in the article by Zhou *et al*., 2006 [reference [38]]. Click here for file

Additional file 6 **Primers for qRT-PCR**. A table containing the details of the primer pairs used in qRT-PCR. Click here for file

# Supplementary material for: Cold- and light-induced changes in the transcriptome of wheat leading to phase transition from vegetative to reproductive growth
**Source:** BMC Plant Biol. 2009 May 11;9:55. doi: 10.1186/1471-2229-9-55
**Supplement:** Additional file 1 — Proposed models for the interaction between the three genes TaVRN1, TaVRN2 and TaVRN3. Models of the interaction between the three genes TaVRN1, TaVRN2 and TaVRN3 (syn. with TaFT) redrawn from those proposed by: a) Yan et al., 2006; b) Trevaskis et al., 2007.

**Additional data in support of manuscript:**

“Cold and light-induced changes in the transcriptome of wheat leading to phase transition from vegetative to reproductive growth”

Mark O. Winfield1*, Chungui Lu2** Ian D. Wilson3,Jane A. Coghill1 & Keith J. Edwards1

**Proposed models for the interaction between the three genes Ta*VRN1*, Ta*VRN2* and Ta*VRN3***

a) is redrawn from Yan *et al.*, 2006; b) is redrawn form Trevaskis *et al.*, 2007. The red boxes indicate that the gene tends to retard flowering, the green boxes indicate that the gene tends to promote flowering. LD = long days; SD = short days.

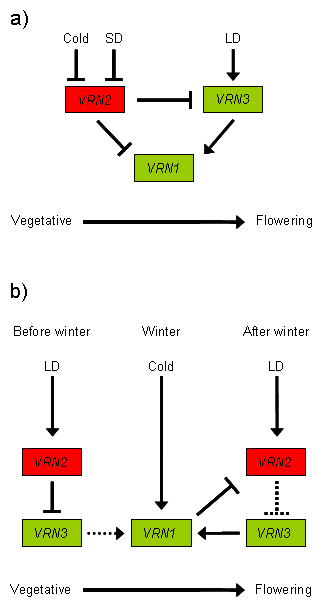

**References**

B Trevaskis, MN Hemming, ES Dennis, WJ Peacock: **The molecular basis of vernalisation-induced flowering in cereals.** *Trends in Plant Science* 2007, **12**:352-357.

L Yan, D Fu, C Li, A Blechl, G Tranquilli, M Bonafede, A Sanchez, M Valarik, S Yasuda, J Dubcovsky: **The wheat and barley vernalization gene VRN3 is an orthologue of FT**. *Proceedings of the National Academy of Sciences of the United States of America* 2006, **103**:19581-19586.

# Supplementary material for: Cold- and light-induced changes in the transcriptome of wheat leading to phase transition from vegetative to reproductive growth
**Source:** BMC Plant Biol. 2009 May 11;9:55. doi: 10.1186/1471-2229-9-55
**Supplement:** Additional file 2 — Vernalised and non-vernalised plants of the wheat varieties Harnesk, Solstice and Paragon. A) Photographs of non-vernalised plants of varieties Harnesk, Solstice and Paragon 5 months post-germination. B) Photographs of vernalised plants of Harnesk, Solstice and Paragon 5 months post-germination.

**Additional data in support of manuscript:**

“Cold and light-induced changes in the transcriptome of wheat leading to phase transition from vegetative to reproductive growth”

Mark O. Winfield1*, Chungui Lu2** Ian D. Wilson3,Jane A. Coghill1 & Keith J. Edwards1

**Vernalised and non-vernalised plants of the wheat varieties Harnesk, Solstice and Paragon**

**A.** Non-vernalised plants 5 months post-germination: a) Harnesk; b) Solstice; c) Paragon. The two winter varieties, Harnesk and Solstice, show no sign of stem elongation, booting or flowering. The spring variety, Paragon, has headed fully and is at anthesis.

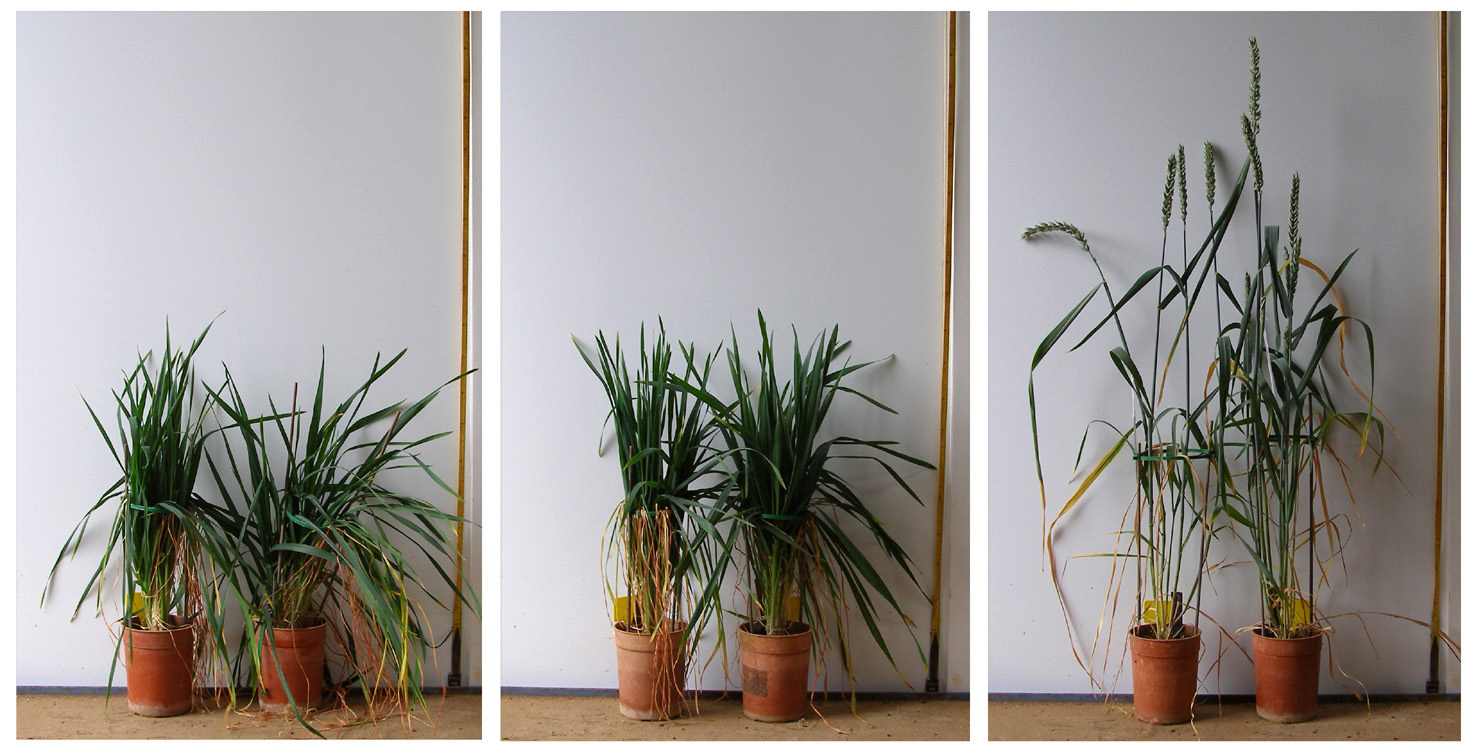

a)

b)

c)

**B.** Vernalised plants 5 months post-germination**:** a) Harnesk; b) Solstice; c) Paragon. Plants of Harnesk have booted fully and are just showing signs of heading. Plants of both Solstice and Paragon have headed fully.

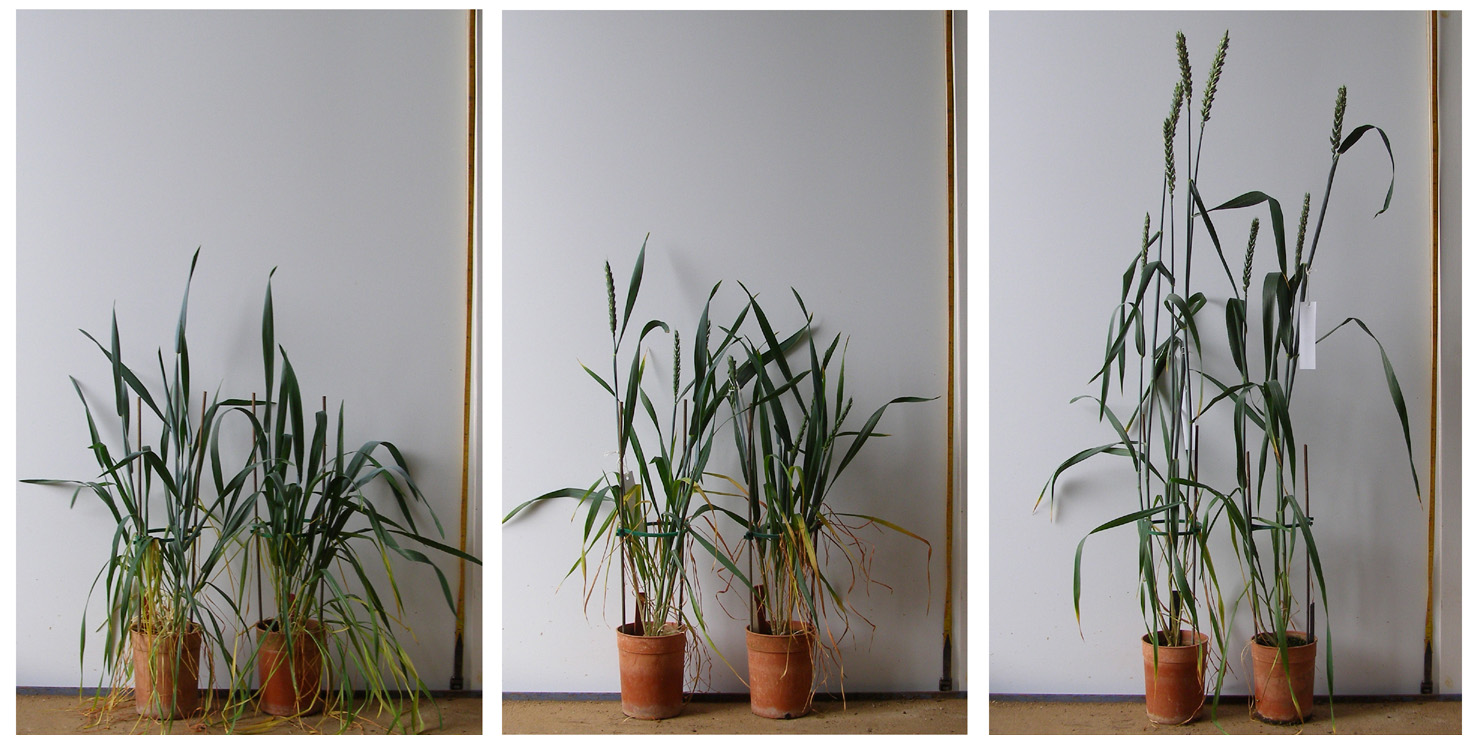

a)

b)

c)

# Supplementary material for: Cold- and light-induced changes in the transcriptome of wheat leading to phase transition from vegetative to reproductive growth
**Source:** BMC Plant Biol. 2009 May 11;9:55. doi: 10.1186/1471-2229-9-55
**Supplement:** Additional file 3 — Genes potentially involved in phase transition. A table listing the features on the Affymetrix Genechip Wheat Genome Array that are reported to be homologues of, or are highly similar to, genes involved in phase transition in Arabidopsis.

**Additional data in support of manuscript:**

“Cold and light-induced changes in the transcriptome of wheat leading to phase transition from vegetative to reproductive growth”

Mark O. Winfield1*, Chungui Lu2** Ian D. Wilson3,Jane A. Coghill1 & Keith J. Edwards1

**Genes potentially involved in phase transition**

Features on the AFFYMETRIX GENECHIP WHEAT GENOME ARRAY that are reported as homologues of, or are highly similar to, genes involved in phase transition in *Arabidopsis*.

# Supplementary material for: Cold- and light-induced changes in the transcriptome of wheat leading to phase transition from vegetative to reproductive growth
**Source:** BMC Plant Biol. 2009 May 11;9:55. doi: 10.1186/1471-2229-9-55
**Supplement:** Additional file 4 — Profiles of transcript abundance for photoperiod pathway genes discussed in article. Profiles of transcript abundance for the photoperiod pathway genes. Only those transcripts that showed a statistically significant 2-fold or greater change in abundance are represented. a) PHYA, b) TOC1, c) LHY, d) GIGANTEA, e) COL1 and f) COL9.

**Additional data in support of manuscript:**

“Cold and light-induced changes in the transcriptome of wheat leading to phase transition from vegetative to reproductive growth”

Mark O. Winfield1*, Chungui Lu2** Ian D. Wilson3,Jane A. Coghill1 & Keith J. Edwards1

**Profiles of transcript abundance for photoperiod pathway genes discussed in article**

Profiles of transcript abundance (linear scale) for genes discussed in article: a) PHYA, b) TOC1, c) LHY, d) GIGANTEA, e) COL1 and f) COL9.The X axis scale is weeks post-germination. The regime of declining temperature and light began at 3 weeks (average day/night temperature to three weeks was 15 oC with day-length of 14 hours). Average day/night temperature at 5 weeks was 12 oC with a day-length of 12 hours; average day/night temperature at 9 weeks = 6 oC with a day-length of 9 hours). Harnesk and Solstice are winter varieties of wheat, Paragon a spring variety. Only those transcripts that showed a statistically significant 2-fold or greater change in abundance are represented.

**a)**

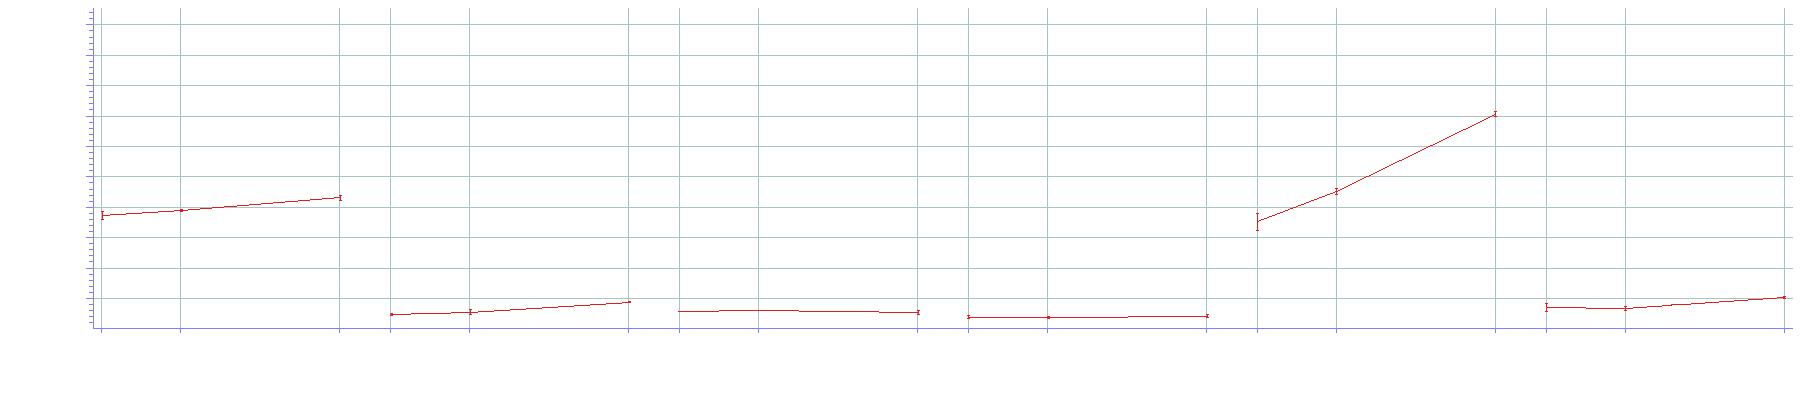

3

5

9

3

5

9

3

5

9

3

5

9

3

5

9

3

5

9

Harnesk

Crown

Harnesk

Leaf

Paragon

Crown

Paragon

Leaf

Solstice

Crown

Solstice

Leaf

0

2

4

6

8

10

PHYA

**b)**

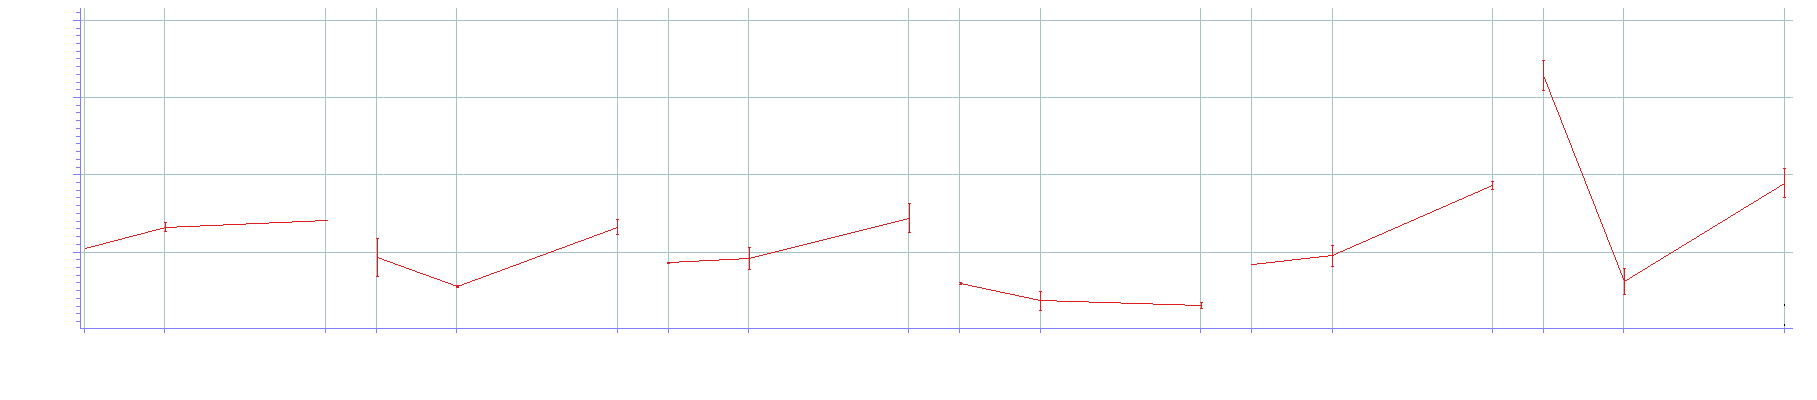

3

5

9

3

5

9

3

5

9

3

5

9

3

5

9

3

5

9

Harnesk

Crown

Harnesk

Leaf

Paragon

Crown

Paragon

Leaf

Solstice

Crown

Solstice

Leaf

0

1

2

3

4

TOC1

**c)**

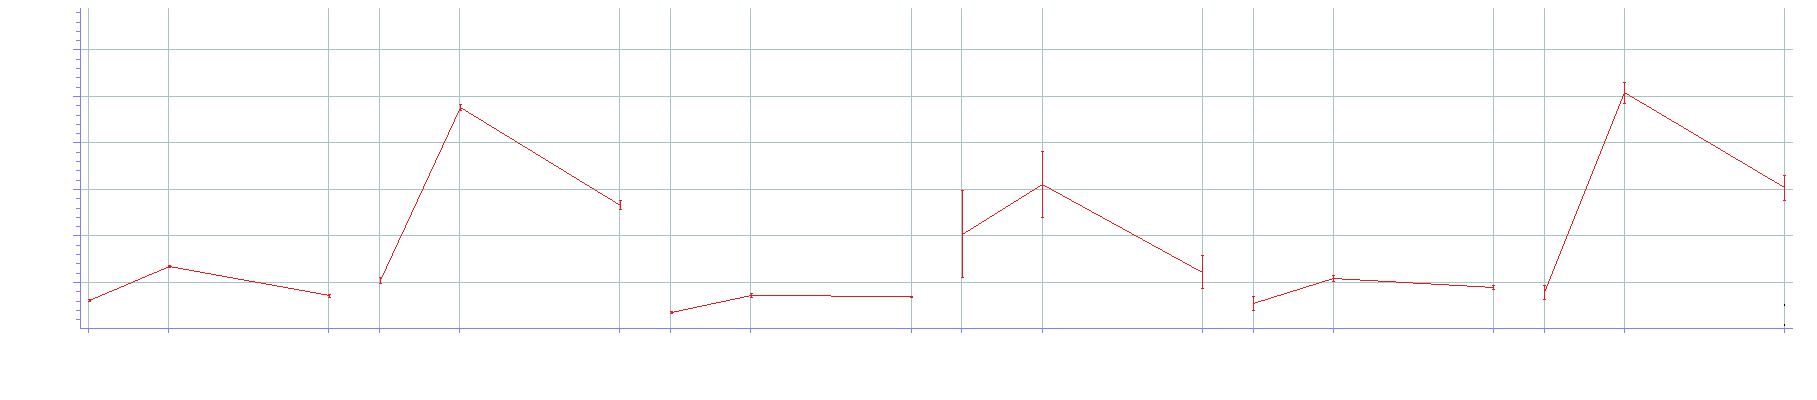

3

5

9

3

5

9

3

5

9

3

5

9

3

5

9

3

5

9

Harnesk

Crown

Harnesk

Leaf

Paragon

Crown

Paragon

Leaf

Solstice

Crown

Solstice

Leaf

0

2

4

6

LHY

**d)**

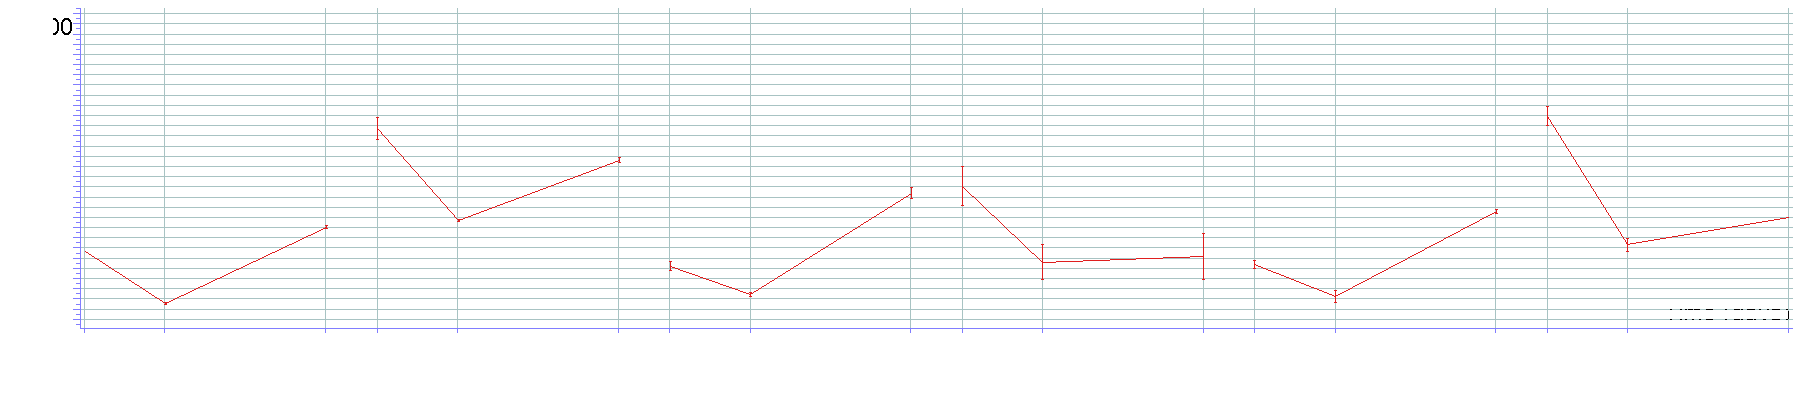

3

5

9

3

5

9

3

5

9

3

5

9

3

5

9

3

5

9

Harnesk

Crown

Harnesk

Leaf

Paragon

Crown

Paragon

Leaf

Solstice

Crown

Solstice

Leaf

0.0

0.5

1.0

1.5

2.0

2.5

GIGANTEA

**e)**

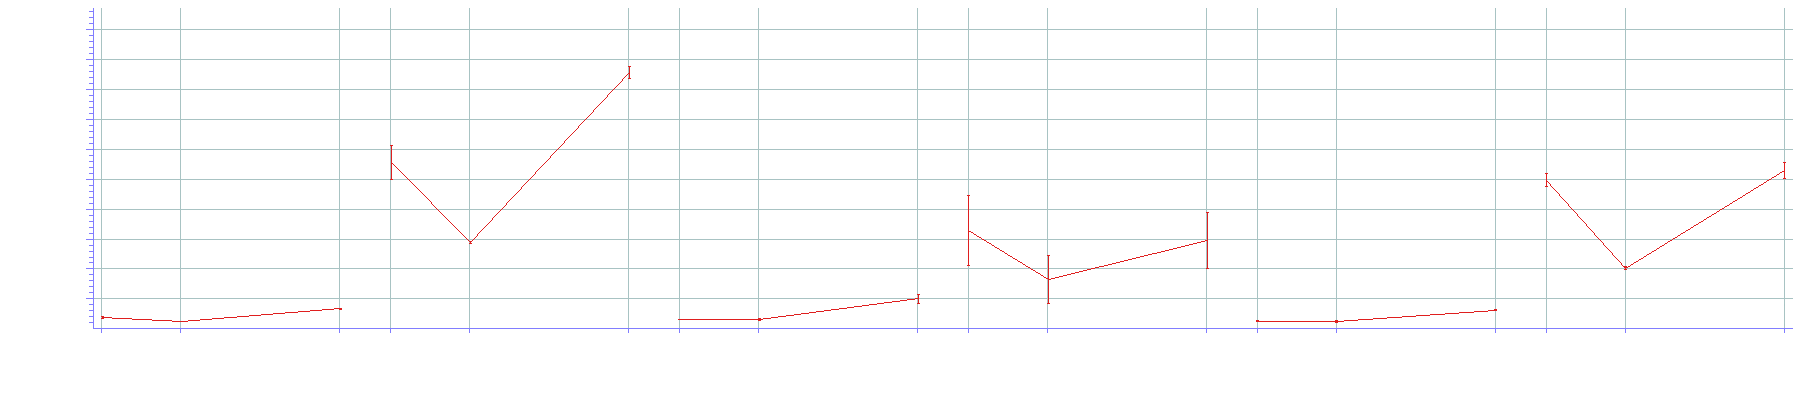

3

5

9

3

5

9

3

5

9

3

5

9

3

5

9

3

5

9

Harnesk

Crown

Harnesk

Leaf

Paragon

Crown

Paragon

Leaf

Solstice

Crown

Solstice

Leaf

0

2

4

6

8

10

COL1

**f)**

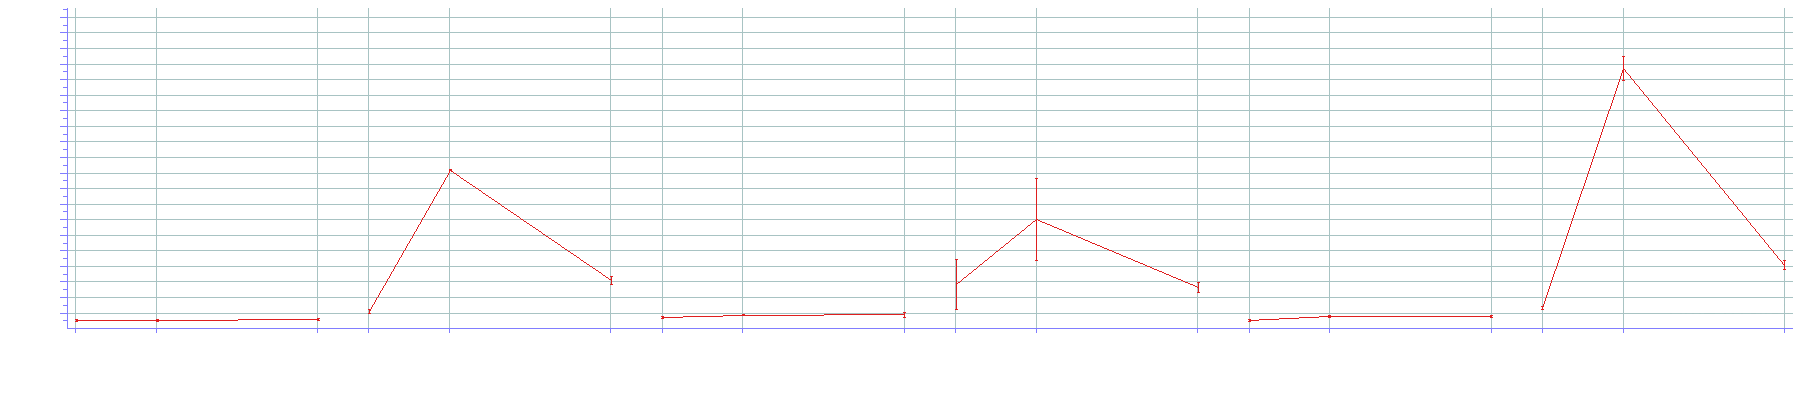

0

5

10

20

15

COL9

3

5

9

3

5

9

3

5

9

3

5

9

3

5

9

3

5

9

Harnesk

Crown

Harnesk

Leaf

Paragon

Crown

Paragon

Leaf

Solstice

Crown

Solstice

Leaf

# Supplementary material for: Cold- and light-induced changes in the transcriptome of wheat leading to phase transition from vegetative to reproductive growth
**Source:** BMC Plant Biol. 2009 May 11;9:55. doi: 10.1186/1471-2229-9-55
**Supplement:** Additional file 5 — List of the 42 wheat MADS-box genes described in Zhou et al., 2006. A list of the features on the Affymetrix Genechip Wheat Genome Array that correspond to the wheat MADS-box genes described in the article by Zhou et al., 2006 [reference [38]].

**Additional data in support of manuscript:**

“Cold and light-induced changes in the transcriptome of wheat leading to phase transition from vegetative to reproductive growth”

Mark O. Winfield1*, Chungui Lu2** Ian D. Wilson3,Jane A. Coghill1 & Keith J. Edwards1

**Table A2.** List of the 42 wheat MADS-box genes described in Zhou *et al.*, 2006.

| Gene Name | NCBI  Unique Identifier | Probe-set(s) on wheat genome array |
| --- | --- | --- |
|  |  |  |
| TaAGL6 | DQ512329 | NO MATCH |
| TaAGL12 | DQ512367 | NO MATCH |
| TaAGL39 | DQ512355 | Ta.12700.1 |
| TaAGL16 | DQ512334 | Ta.14469.3 |
| TaAGL28 | DQ512345 | Ta.14469.3 |
| TaAGL30 | DQ512348 | Ta.14469.3 |
| TaAGL1 | DQ512330 | Ta.21250.1 |
| TaAGL18 | DQ512335 | Ta.21250.1 |
| TaAGL23 | DQ512340 | Ta.21250.1 |
| TaAGL22 | DQ512365 | Ta.22382.1 |
| TaAGL7 | DQ512363 | Ta.25343.1 |
| TaAGL32 | DQ512350 | Ta.26215.1 |
| TaAGL41 | DQ512357 | Ta.26917.1 |
| TaAGL35 | DQ512369 | Ta.27569.1 |
| TaAGL17 | DQ512368 | Ta.27569.1 |
| TaAGL2 | DQ512337 | Ta.27776.1 |
| TaAGL9 | DQ512364 | Ta.27776.1 |
| TaAGL31 | DQ512349 | Ta.27776.1 |
| TaAGL25* | DQ512342 | Ta.30607.1, Ta.142, TaAffx.143995.17 |
| TaAGL3 | DQ512347 | Ta.3395.1 |
| TaAGL5 | DQ512362 | Ta.3395.1 |
| TaAGL8 | DQ512359 | Ta.3395.1 |
| TaAGL34 | DQ512351 | Ta.3395.1 |
| TaAGL40 | DQ512370 | Ta.3395.1 |
| TaAGL29 | DQ512346 | Ta.3583.1 |
| TaAGL4 | DQ512356 | Ta.3854.1 |
| TaAGL24 | DQ512341 | Ta.3854.1 |
| TaAGL26 | DQ512343 | Ta.4889.1 |
| TaAGL14 | DQ512360 | Ta.6411.1 |
| TaAGL15 | DQ512361 | Ta.6411.1 |
| TaAGL11 | DQ512332 | Ta.6743.1 |
| TaAGL13 | DQ512333 | Ta.7339.1 |
| TaAGL19 | DQ512336 | Ta.7339.1 |
| TaAGL37 | DQ512353 | Ta.777.1 |
| TaAGL36** | DQ512352 | TaAffx.10868.1 |
| TaAGL10 | DQ512331 | TaAffx.120063.1 |
| TaAGL27 | DQ512344 | TaAffx.143995.19 |
| TaAGL20 | DQ512338 | TaAffx.19661.1 |
| TaAGL21 | DQ512339 | TaAffx.19661.1 |
| TaAGL38 | DQ512354 | TaAffx.19661.1 |
| TaAGL42 | DQ512358 | TaAffx.65068.1 |
| TaAGL33 | DQ512366 | TaAffx.6606.1, Ta.26917.1 |

Genes have been grouped according to their AFFYMETRIX GENECHIP WHEAT GENOME ARRAY probe-set identifier. *Synonym of VRN1; ** synonym of VRT-2. Where several MADS-box genes correspond to the same probe-set on the array, they are highlighted by blocks of colour.

**Reference**

T Zhao, ZF Ni, Y Dai, YY Yao, XL Nie, QX Sun**: Characterization and expression of 42 MADS-box genes in wheat (Triticum aestivum L**.)*. Molecular Genetics and Genomic*s 2006**, 2**76:334-350.

# Supplementary material for: Cold- and light-induced changes in the transcriptome of wheat leading to phase transition from vegetative to reproductive growth
**Source:** BMC Plant Biol. 2009 May 11;9:55. doi: 10.1186/1471-2229-9-55
**Supplement:** Additional file 6 — Primers for qRT-PCR. A table containing the details of the primer pairs used in qRT-PCR.

**Additional data in support of manuscript:**

“Cold and light-induced changes in the transcriptome of wheat leading to phase transition from vegetative to reproductive growth”

Mark O. Winfield1*, Chungui Lu2** Ian D. Wilson3,Jane A. Coghill1 & Keith J. Edwards1

**Primers for qRT-PCR**

| Oligo_Name | Sequence | Product Length | Pearson  Correlation with array data |
| --- | --- | --- | --- |
| AGL10-F | CTCAAGAAGGCACACGAGAT | 203 | 0.43 |
| AGL10-R | TATTCATCTCCCCAGTTTGC |  |  |
|  |  |  |  |
| AGL33-F | AACCCGGTGCAAGTAACAAC | 207 | 0.82 |
| AGL33-R | CACTCGTTCCTGCACCACTA |  |  |
|  |  |  |  |
| AGL42-F | GGCTTTGGCGAAACAAAATA | 200 | 0.78 |
| AGL42-R | TAGCAGCCCTGGCAACTAAT |  |  |
|  |  |  |  |
| COL9-F | CAATTAACCCGACCGAAAAA | 187 | 0.55 |
| COL9-R | CGCTCGTAGCAAGCAGACAT |  |  |
|  |  |  |  |
| ENT KO-F | CATTCTCCTGTCCCACTGGT | 194 | 0.98 |
| ENT KO-R | GAGCCGAATGACATGGTTTT |  |  |
|  |  |  |  |
| VRN1-F | GCGCAACAAGATCAGACTCA | 219 | 0.76 |
| VRN1-R | ACGCTTATATGGGCTGGAAG |  |  |
|  |  |  |  |
| VRN2-F | TTCCGGTAATTTATAGCACAAGC | 122 | 0.95 |
| VRN2-R | GGCTCCAATCGATCAATCAC |  |  |
|  |  |  |  |
| Actin-F | GATACACGCTTCCTCATGCT | 181 |  |
| Actin-R | TCCAGCTCCTGCTCATAATC |  |  |
|  |  |  |  |

All primer pairs used were designed to work at an annealing temperature of 58°C.

How the deposited data were processed for this re-analysis (not part of the article)

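Transcript abundance was measured with the Affymetrix Wheat Genome Array in leaf and crown of the wheat varieties Harnesk, Solstice and Paragon at 3, 5 and 9 weeks, with 2 arrays per variety, tissue and week, and in 6 control arrays of Solstice with 1 array per tissue and week. The deposited values are ratios on a linear scale. According to the authors, image data were extracted with the Affymetrix software, normalised per chip by RMA (version not given) and divided per gene by the median in GeneSpring before deposit. No raw intensities were used here. The lowest deposited value is 0.01, values carry 3 decimals, and log2 was taken with no further normalisation. The 111 control probe-sets of the array were left out wherever rows could be tied to identifiers, which left 61179. The arrays of a condition are labelled as biological replicates of pooled plants, and p-values measure the spread between such pools.

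The rows of the Paragon and Solstice arrays of the vernalisation series do not follow the probe-set identifiers, as neighbouring rows of one transcript cluster and rank correlations between arrays showed. Paragon crown and Solstice share one order of rows and Paragon leaf has another. The comparisons fixed beforehand used one model over all 42 arrays. After the row orders were seen, one model was fitted to the 18 Harnesk and control arrays, one to the 18 arrays of Paragon crown and Solstice, and one to the 6 arrays of Paragon leaf. Genes are named for Harnesk and the controls only. Comparisons of Harnesk with Paragon or Solstice, of crown with leaf in Paragon, of leaf between Paragon and Solstice and of vernalised with control Solstice were left out of the main results. In place of the last, the change from 3 to 9 weeks in Harnesk was set against that in the controls, and the change in leaf against that in crown. With 1 control array per week, all of the spread in the comparison with the controls comes from the Harnesk replicates, and a lone control array is assumed to vary like them. In leaf the control array of 9 weeks has a mean rank correlation of 0.101 with the other control leaf arrays. In crown the control array of 3 weeks has an interquartile range of 0.783 log2, against 0.339 to 0.504 in Harnesk crown. Differences of single genes from the control are therefore given without a test in both tissues.

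Each model held the condition means and was fitted in R 4.3.3 with limma 3.58.1 (statmod 1.5.0, data.table 1.17.8), with moderated statistics, no trend in the variance prior and Benjamini-Hochberg adjustment over all probe-sets of a comparison. A probe-set counts as changed at an adjusted p below 0.05 and a fold of at least 2, or 5 where stated. Members of gene lists count at an adjusted p below 0.05 at any fold. Crown and leaf were compared over the 12 arrays of a variety. Single genes are those the paper discusses and the probe-sets of its Additional files 3 and 5. Further genes were named where they had a gene symbol and stood among the largest changes in each direction. Symbols cover 1273 probe-sets and 59906 have none. Levels are means of the deposited values ± SD.

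Gene lists were tested with the camera function of limma, with a preset correlation of 0.01 between genes and again with an estimated correlation, adjusted over the lists of one tissue. The lists fixed in advance were the phase-transition targets of the paper, its MADS-box genes, cold acclimation, photosynthesis, gibberellin metabolism, fructan metabolism, chromatin and cell division, oxidative stress, and pathogenesis-related and defence genes. CBF or DREB genes and heat shock genes had fewer than 3 members. List members were found by gene symbol or by a synonym of the RefSeq gene table, a step added after the files were read.

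Alternatives were quantile normalisation, centring each array on its median, a filter on dim probe-sets, a trend in the variance prior, the methods' t-test with and without Benjamini-Hochberg adjustment, arrays of one tissue only, the replicate number as a block, rows matched by the identifier column, the first probe-set listed for a gene, and leaving out each replicate in turn. The differences between replicates 1 and 2 correlated over 0.1 in 0 of 15 pairs of conditions in Harnesk, 4 of 36 in Paragon crown and Solstice (up to 0.268) and 1 of 3 in Paragon leaf (0.227), and replicate numbers were not taken as pairs in the main models. The share of leaf-high probe-sets that rose in crown was computed after the gene lists were seen. Principal components were computed on condition means.

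The analysis was tested on simulated data with 200 changed probe-sets in each comparison. Of 2.5-fold changes it found 80.6% in Harnesk leaf, 85.1% in Harnesk crown, 95.5% in Solstice leaf, 98.5% in Solstice crown and 91.0% in Paragon crown, with at most 3 false calls. In Paragon leaf, with 6 arrays in the model, it found 0% of 2.5-fold and 33.3% of 8-fold changes. The methods' t-test with Benjamini-Hochberg adjustment found 0 of the simulated changes with 2 arrays against 2.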

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

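The tests of row order and of the control arrays, and the comparisons of Harnesk with the controls and of leaf with crown over time, were chosen only after the result was seen.

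Values of Harnesk and control arrays are unrelated, row by row, to those of Paragon and Solstice arrays. A different row order in the Paragon and Solstice columns may account for it, since neighbouring rows of one transcript cluster were no more alike than other neighbours there (difference -0.123). On the Paragon crown array of 3 weeks, replicate 1, the values also rise with row position throughout (rank correlation 1). Paragon leaf rows likely follow the ascending order of the Paragon crown array of 9 weeks, replicate 1, because placing them by that array gives a rank correlation of 0.793 with Solstice leaf over the 1137 rows that have a unique place. A difference in expression between varieties is unlikely as the cause, since the control Solstice arrays correlate more closely with Harnesk than with Solstice of the same tissue, by 0.582.

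The test of the change from 3 to 9 weeks in Harnesk against that in the controls passed in 6140 probe-sets of leaf (3361 with arrays of one tissue, 10293 under quantile normalisation) and 14092 of crown, with 2324 and 4586 of them above the control, a share that quantile normalisation moves in crown from 32.5% to 43.5%. These calls, 10% and 23% of all probe-sets, assume that each lone control array varies like the Harnesk replicates, which supply all of the spread, and the leaf counts are not read as differences, because the control leaf array of 9 weeks has a mean rank correlation of 0.101 with the other control leaf arrays. Of the 70 probe-sets of the paper's genes, 11 passed in leaf, 8 of them below the control, and 24 in crown, 21 of them below. In 6 of the 6 control arrays the 3′ minus 5′ difference lies above all Harnesk arrays of the tissue, as loss of the 5′ end of the RNA would give. It cannot decide, because each probe-set is divided by its own median and an offset in scale could give it too. A different spread of the values held for 2 control arrays, leaf at 9 weeks (interquartile range 0.516) and crown at 3 weeks (0.783). The control change from 3 to 9 weeks rests on 1 of them in each tissue, so the crown counts are not read as differences either. Temperature and variety differ between these plants as well and cannot be separated with 1 array per condition.

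Falling light and day-length could move some of the same transcripts without cold. In crown, called probe-sets moved the same way in the control more often than others by 15.8 percentage points (54.0% against 38.2%). That held for rises (76.7% the same way), while of the 837 falls 39.2% moved the same way, with a median change of 0.23 in the control. In leaf the excess of 6.39 points is too small to decide, at 76.7% against 70.3%, with 76.6% for rises and 76.8% for falls, where 42.3% of all probe-sets were higher at 9 weeks in the control.

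The split of the Harnesk arrays into crown and leaf gave 15719 probe-sets, and 1 of 100 splits of the 12 arrays gave as many, the real one, with 10295 the highest of the others. In Solstice the real split gave 14462, again the only 1 of 100, and the highest other gave 0. Chance is an unlikely source of the tissue difference in both varieties, though 100 splits cannot exclude it.

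The Paragon crown array of 9 weeks, replicate 2, had a median log2 value of -0.0816, where the other crown arrays of Paragon lay between -0.0277 and -0.00434, and an interquartile range of 0.532 against 0.363 to 0.411. Both flags are measures of this one array. In all, 26 combinations of a group of 6 arrays and a measure were tested, of which chance alone flags a share of about 0.05.

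The change from 3 to 9 weeks differed between leaf and crown of Harnesk in 7946 probe-sets, and between the crowns of Solstice and Paragon in 1453. Leaf exceeded crown for ent-kaurene synthase (2.82 log2), ent-kaurene oxidase (1.97), TaVIL3 (1.55), TaAGL7 (1.36), TaFCA (1.21 and 1.03 on separate probe-sets), TaESD4 (1.19), TaLHY (1.15), TaFWA (1.1) and TaFVE (1.05). Crown exceeded leaf for TaVRN1 (-2.27 and -1.97) and TaAGL22 (-1.07).

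Among lists the paper does not discuss, pathogenesis-related and defence genes in leaf had a mean change of 1.45. In crown the chromatin list, all of it histone H2A probe-sets, had a mean of -0.41 and oxidative stress genes of 0.43. Probe-sets at least 5-fold higher in leaf rose in crown more often than others (28.5% against 2.74%). None of these list calls holds in camera with an estimated correlation (adjusted p = 0.244, 0.063 and 0.063). Under quantile normalisation chromatin turned to 0.13 and oxidative stress lost its call. The spread of the Harnesk crown arrays also narrowed by 9 weeks.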

How the results depend on the processing

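The models for sets of arrays with a shared row order and the comparisons of Harnesk with the controls and of leaf with crown over time were chosen only after the result was seen. Rows matched by identifier, the model fixed beforehand, became an alternative at that point, and the other alternatives were fixed before the data were examined. Every call with 2 arrays against 2 rests on the spread shared across a set of arrays, and the cause of each shift below was not tested. Of the single-gene values, whether called or not, 366 had the same result under quantile normalisation, 36 lost a call, 17 gained one and 1 turned direction. The 366 include values that pass in neither setting, so the 36 are a larger share of the calls than of the values. Centring each array lost 6, a trend in the variance prior 3, arrays of one tissue 39, the replicate block 39, and the adjusted methods' t-test 110. With rows matched by identifier, across row orders, the methods' t-test without adjustment gave 18450 probe-sets for crown against leaf in Paragon, 12526 and 17335 for Harnesk against Paragon in crown and leaf, 12886 and 17788 for Harnesk against Solstice, and 9771 for Paragon against Solstice leaf, and no other alternative was run for these. Not run were vernalised against control Solstice, the difference of winter and spring leaf, and the control of 3 weeks as a further Solstice array.

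With the methods' t-test and Benjamini-Hochberg adjustment, changes from 3 to 9 weeks numbered 11 in Harnesk leaf and 4 in Harnesk crown. Calls numbered 0 in Solstice leaf, Solstice crown, Paragon crown, the targets, the MADS-box genes and Paragon minus Solstice crown at both folds. With 2 arrays against 2 this test found 0 of the simulated changes. Quantile normalisation gave 2237 in Harnesk crown, 2659 in Solstice leaf and 10293 for Harnesk minus control leaf, where arrays of one tissue gave 3361. In Harnesk leaf it left 2226 rises and 1169 falls. Paragon leaf gave 5 with the filter, 6 with quantile normalisation, 1 with a trend, 1151 by the methods' t-test and 4328 with rows matched by identifier, which gave 911 for Solstice minus Paragon crown.

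The MADS-box list in crown kept its mean of 0.33 and lost its call with arrays of one tissue (adjusted p = 0.062), the replicate block (adjusted p = 0.0592) and the methods' t-test (adjusted p = 0.192), and under quantile normalisation (0.41, adjusted p = 0.0589). Quantile normalisation also ended the calls of oxidative stress (0.23) and photosynthesis (0.000297) in crown and photosynthesis in leaf (-0.22), and turned chromatin in crown (0.13). The methods' t-test ended photosynthesis in crown (0.17). With a replicate left out, photosynthesis moved between 0.13 and 0.21 in crown and between -0.34 and -0.30 in leaf, and defence in leaf between 1.36 and 1.55, with adjusted p up to 0.0759, 0.0881 and 0.0881.

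Where a gene has several probe-sets, this alternative sets the first one listed against the one with the highest mean level. It turned the leaf change of TaTOC1 from 5 to 9 weeks (1.26), TaAGL27 (0.0898 from 3 to 9 weeks and 0.24 from 5 to 9), TaSOC1 (1.06 and 0.88) and TaFCA (0.55 from 3 to 5 weeks and 0.90 from 3 to 9). The text gives these first-listed values first for TaTOC1, TaSOC1 and TaFCA. From 3 to 9 weeks the highest-mean probe-sets gave -0.57 for TaFCA and -0.47 for TaAGL27 in leaf. Quantile normalisation turned a TaVIL2 probe-set in leaf (-0.55). Including the controls gave shares of 74.6% and 7.71% for the principal components of Harnesk. Single arrays in place of means gave 84.9% in Harnesk, and 78.6% and 7.09% in Paragon crown and Solstice.

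Leaving out a replicate moved the counts to 4845 to 6256 in Harnesk leaf, 1228 to 1427 in Harnesk crown, 3944 to 5958 in Solstice leaf, 1131 to 1458 in Solstice crown and 2712 to 3155 in Paragon crown.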

Differences from the paper's values

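Of 41 values compared, 6 lie more than 1.5 times apart and outside the replicate SD where there is one, all of them levels of TaAGL33 in leaf. Smaller gaps are not counted, such as 10 targets against 15, or TaVRN1 in Harnesk crown at 0.27 and 1.01 against about 0.4 and about 1.4 in Fig. 3, read by eye. In Harnesk leaf the level was 19.3 at 3 weeks, 21.7 at 5 weeks and 14.9 at 9 weeks, against about 7.4, about 8.3 and about 5.6 in Fig. 6, read by eye. In control leaf it was 5.30, 19.1 and 35.1, against about 3.3, about 12 and about 22 in Fig. 6, read by eye. The ratio to the figure is 2.60, 2.61 and 2.66 in Harnesk and 1.61, 1.59 and 1.60 in the control, so it is near constant within each series. The alternatives act on comparisons and not on deposited levels, so whether any would close the gap was not tested.

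The directions or calls differ in several places. The paper reports a rise of TaVRT2 in crown, which did not pass here and passes with the methods' t-test. It reports a fall of TaTOC1 in crown before a rise, where no TaTOC1 probe-set passed in Harnesk crown. It also reports a TaGI profile like that of TaTOC1. In leaf that held on the TaTOC1 probe-sets with values given above and not on the one with the highest mean level. In crown it did not hold. The paper reports a smaller rise of TaVRN1 in controls than in vernalised plants. Its evidence includes quantitative RT-PCR of vernalised and control Solstice, which reaches a later week than the arrays used here. That RT-PCR and single genes of vernalised Solstice were not analysed, so the array values that follow do not test the statement. The log2 change was 3.97 in control crown and 3.54 in Harnesk crown, in different varieties. That is the first probe-set (difference -0.43), and on the second the changes differed by 0.06 and on the third by -1.0. On the fourth the Harnesk rise exceeded the control change by 1.22, the direction the paper reports. These differences were not tested. TaPHYA in crown, reported as rising, did not pass and passes under quantile normalisation. The paper describes TaVRN3 and the CONSTANS relative TaHD1 as unchanged, and in Harnesk leaf they fell by 0.46 and 0.74 log2. The fall of TaVRN3 is lost when arrays are centred or quantile normalised, with arrays of one tissue, the replicate block, rows matched by identifier or the methods' t-test, and both falls stay under 2-fold.

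SOC1 relatives are described as rising slightly in leaf and crown, and in Harnesk crown no probe-set of theirs passed. TaAGL7 there passes with arrays of one tissue, quantile normalisation, the replicate block and the methods' t-test. Profiles of vernalised and control plants are described as alike for TaFVE, TaFCA, TaPHYA and the SOC1 relatives. In crown the change in Harnesk minus that in the control was -1.44 for TaFCA, -1.45 for TaPHYA and -1.30 and -0.82 for 2 SOC1 probe-sets, and -0.10 for TaFVE. The groups are unlike, as the controls are Solstice with the higher 3′ minus 5′ difference and 1 array per week, so these values do not test the statement. For ent-kaurene synthase and oxidase the control leaf stood at 9.66 and 5.99 at 3 weeks, before treatments diverged in temperature. Control and Harnesk levels may not share a scale, so these are not read against the Harnesk levels. The paper counts 15 of 24 targets with a 2-fold change over its time-course, and 10 of the 29 listed were found in Harnesk alone.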

Other observations

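The genes and control values given here were chosen only after the result was seen, and no further test was run on them.

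Some MADS-box genes moved otherwise in the controls than in Harnesk, whose levels may not share a scale with those of the controls. TaAGL32 went from 3.78 at 3 weeks to 6.84 and 9.19 in control crown, and stood at 2.80, 3.64 and 2.14 in Harnesk crown. The probe-set shared by TaAGL3, TaAGL5, TaAGL8, TaAGL34 and TaAGL40 went from 1.28 to 4.57 in control leaf, where the change in Harnesk was below it by a log2 difference of -2.05, given without a test. The control leaf array of 9 weeks has a mean rank correlation of 0.101 with the other control leaf arrays. The clock gene listed as TaCCA1 stood at 1.07, 3.97 and 1.08 in Harnesk leaf at 3, 5 and 9 weeks, and in crown at 1.02, 1.03 and 0.519.

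Of the control crown and leaf arrays, all were told apart by 10 of 10 genes high in crown and 10 of 10 genes high in leaf, which were chosen in Harnesk. The control crown arrays held 36 to 61 probe-sets at the lowest value of the table.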
